# Essential Oils Prime Epigenetic and Metabolomic Changes in Tomato Defense Against *Fusarium oxysporum*

**DOI:** 10.3389/fpls.2022.804104

**Published:** 2022-03-29

**Authors:** Serine Soudani, César Poza-Carrión, Noelia De la Cruz Gómez, Azucena González-Coloma, María Fé Andrés, Marta Berrocal-Lobo

**Keywords:** *Fusarium*, tomato, essential oil, plant priming, seed coating, *Artemisia absinthium*, biopesticide, epigenetics

## Abstract

In this work, we studied the direct and indirect plant protection effects of an *Artemisia absinthium* essential oil (AEO) on tomato seedlings against *Fusarium oxysporum* sp. *oxysporum radicis lycopersici* (*Fol*). AEO exhibited a toxic effect *in vitro* against *Fol*. Additionally, tomato seedlings germinated from seeds pretreated with AEO and grown hydroponically were protected against *Fol*. Plant disease symptoms, including, water and fresh weight loss, tissue necrosis, and chlorosis were less pronounced in AEO-treated seedlings. AEO also contributed to plant defenses by increasing callose deposition and the production of reactive oxygen species (ROS) on seed surfaces without affecting seed germination or plant development. The essential oil seed coating also primed a durable tomato seedling defense against the fungus at later stages of plant development. RNA-seq and metabolomic analysis performed on seedlings after 12 days showed that the AEO treatment on seeds induced transcriptomic and metabolic changes. The metabolomic analysis showed an induction of vanillic acid, coumarin, lycopene, oleamide, and an unknown metabolite of m/z 529 in the presence of *Fol*. The *StNRPD2* gene, the second largest component of RNA polymerases IV and V directly involved in *de novo* cytosine methylation by RNA-directed DNA methylation (RdDM), was highly induced in the presence of AEO. The host methionine cycle (MTC) controlling trans-methylation reactions, was also altered by AEO through the high induction of S-adenosyl methionine transferases (SAMts). Our results suggest that AEO treatment could induce *de novo* epigenetic changes in tomato, modulating the speed and extent of its immune response to *Fol*. The EO-seed coating could be a new strategy to prime durable tomato resistance, compatible with other environmentally friendly biopesticides.

## Introduction

Worldwide policies to decrease dependence on toxic pesticides means that new environmentally friendly biopesticides need to be developed. These natural compounds will also help protect the aquatic and agroforestry environment, soil health and biodiversity. According to European Commission policy, the development of new strategies and natural sources of biopesticides is one of the challenges that must be addressed to diminish levels of pesticide residue in food and feed and the corresponding risks for human health (European Commission, 2021; Montanarella and Panagos, 2021). Aromatic plants, studied for their fungistatic, insecticidal, larvicidal, and bactericidal compounds, are currently one of the main sources of natural compounds in the biosphere. The biopesticide potential of the millions of compounds acting directly to protect crops is growing exponentially in tandem with agricultural requirements around the globe (Montanarella and Panagos, 2021).

The plant defense response is accompanied by an extensive transcriptional reprogramming of defense-related genes. The well-known processes which enable systemic acquired resistance (SAR) (Durrant and Dong, 2004), pathogen triggered immunity response (PTI) and enhanced triggered immunity (ETI) (Macho and Zipfel, 2014; Nishimura and Dangl, 2014; Zipfel and Oldroyd, 2017), form part of the priming process in plants. Priming is “the physiological state that enables cells to respond to very low levels of a stimulus in a more rapid and robust manner than non-primed cells.” A transgenerational and non-transgenerational or short term-inheritance of defense-related priming, improving the stability of this priming effect, has recently been shown in plants (Molinier et al., 2006; Pastor et al., 2013; Gully et al., 2019).

Essential oils (EOs) can act as priming molecules both in biotic and abiotic plant stress responses (Bertrand et al., 2021). EOs can be an effective and sustainable tool to control seedborne diseases (Klein et al., 2017; Spadaro et al., 2017). Seed priming prior to sowing is a promising strategy insofar as it makes seed more tolerant to disease and increases the yield and quality of high-value crops such as tomato. Seed priming alleviates stress at germination thus increasing seedling emergence and successful establishment of the seedling. Successful germination determines the vigor of seedling growth at later stages (Acharya et al., 2020). To date, few studies have been conducted on the transcriptomic and metabolomic responses of tomato seeds coated with essential oil to combat phytopathogens or on the assumed “*de novo*” molecular synthesis of immunity-related compounds for priming effect of such treatments (Kaplan et al., 2006; Ben-Jabeur et al., 2015; Rocha et al., 2019).

In this work we studied the transcriptomic and metabolomic responses of tomato seeds coated with an antifungal EO against the phytopathogen *Fusarium oxysporum*. The interaction between tomato and *Fusarium oxysporum f.* sp. *lycopersici* (*Fol*) serves as a model to study the molecular basis of disease resistance and susceptibility. Gene-for-gene interactions in this system have provided the basis for the development of tomato cultivars resistant to *Fusarium* wilt disease. *Fol* is one of the phytopathogens with the greatest impact on the agroforestry environment, producing damping-off disease and reducing tomato (*Solanum lycopersicum*) productivity worldwide (Windels, 2000; Carvalho et al., 2006; Berrocal-Lobo and Molina, 2008; Ma et al., 2013; Edel-Hermann and Lecomte, 2019).

*Artemisia absinthium* is a medicinal plant distributed principally throughout temperate regions in Europe, Asia, and Africa (Bora and Sharma, 2011). *Artemisia* species are current used in industry making them good candidates as a source of new biopesticides to protect plants (Bailen et al., 2013; Kundu et al., 2021). As part of our ongoing project on the sustainable production of biopesticides, thujone-free Spanish populations of *Artemisia absinthium* were domesticated, giving rise to a new plant variety (candial) with *cis*-epoxyocimene, chrysanthenol, chrysanthenyl acetate, *trans*-caryophyllene, and linalool as the main components of its essential oil. (−)-*cis*-Chrysanthenol has been identified as the chemical indicator of the antifungal effects of *A. absinthium* (candial) oil (Arraiza, 2017). However, the indirect effects of this EO against pathogenic fungi (such as plant priming) are still unknown.

Here we describe new metabolites and molecular changes associated with the short- and long-term protection of tomato plants germinated from AEO-coated seeds against the high impact phytopathogenic fungus *Fol*. The effects of the EO are discussed based on metabolomic and RNA-seq analysis. This work proposes new uses of EOs as a source of environmentally friendly biopesticides and biotechnological tools.

## Materials and Methods

### Biological Material

Flowering plants of *Artemisia absintium* var. Candial were harvested in 2019 and their essential oil (AEO) extracted by vapor pressure in a stainless steel semi-industrial plant equipped with two 3,000 L vessels as described (Julio et al., 2015).

Untreated tomato seeds (*Solanum lycopersicum* L., *var. marmande*), were kindly provided by Ramiro Arnedo S.A (La Rioja, Spain). Seeds were dried, stored, and maintained at 4°C until use. *Fusarium oxysporum* sp. *oxysporum radicis lycopersici* (*Fol*) was provided by CECT (# 2715), Valencia, Spain. The fungus was grown on potato dextrose broth medium (PDB) at 28°C for 8 days in darkness as previously described in Berrocal-Lobo et al. (2002). Spores were collected in sterile water, filtered, quantified with a Neubauer chamber and stored in 20% (v/v) glycerol at −80°C until use.

### Fungicidal Activity of *Artemisia absinthium* Essential Oil Against *Fusarium oxysporum* sp. *oxysporum radicis lycopersici* Phytopathogen

The assay to determine AEO fungicidal activity was prepared as previously described with little modification (Bailen et al., 2013). Briefly, the conidial concentration of a potato dextrose agar (PDA) was measured using a Neubauer chamber and diluted to a final concentration of the suspension being determined as 10^5^ spores/ml. Spore susceptibility was tested in a 96-well plate using 100 μl Roswell Park Memorial Institute medium (RPMI) to support spore viability, 80 μl DMSO (1%) was used as a negative control (solvent- and drug-free); 80 μl Amphotericin B (5 μg/ml) as positive control. AEO was tested at different concentrations (5, 50, 500, and 1,000 μg/ml). After 24 h of incubation, antifungal activity was determined by an MTT (Thiazolyl blue tetrazolium bromide staining) assay measuring spore viability, proliferation, and cytotoxicity (Berrocal-Lobo et al., 2009). Menadione 1 mM and 25 μl RPMI medium were added per well incubated for 3 h at 37°C. and then removed prior to the addition of 200 μl isopropanol acid (95% isopropanol with 1 M HCl) After 30 min, the resulting-colored solution was quantified by measuring absorbance at 630 nanometers using a multi-well spectrophotometer and the Gen2.01 program. Data was analyzed with the Stat-graphics Centurion 18 program, using a Variance check (*p* > 0.05) and a non-parametric Kruskal-Wallis test.

The mycelial growth inhibition test was performed in 12-well plates. Ethanol was used as a negative control (2% final concentration). 1,950 μl PDA medium, 10 μl of MTT (5 mg/ml), and 40 μl ethanol were mixed in a sterile Falcon tube, shaken in a vortex, and then poured into each well. AEO stock was prepared at 50 mg/ml and serially diluted (0.1, 0.25, 0.5, and 1 mg/ml). Four replicates were used for each treatment. The plates were covered with aluminum foil and incubated at 27°C for 5 days (Morales-Sánchez et al., 2021). The fungal growth was quantified with the ImageJ program by measuring two perpendicular diameters of the grown area (cm^2^) which was calculated using the formula:

Area=D⁢i⁢a⁢m⁢e⁢t⁢e⁢r⁢x⁢π

Data was analyzed using the Stat graphics Centurion 18 program, using a Variance check (*p* > 0.05) and the non-parametric Kruskal-Wallis test.

### Plant Growth Conditions

Tomato seeds were germinated, and seedlings grown for 12 days in an Aralab chamber (Lisbon, Portugal), at 50% humidity (v/v), temperature of 24°C during the day and 18°C during the night, with a 16-h light/8-h dark photoperiod and light intensity of 150 μE⋅m^–2^ per second for all experiments. Seeds were germinated in sterilized distilled water on paper filter discs in 12 well plates with 12 seeds per well. Plants were irrigated with regular water supply.

### *Absinthium* Essential Oil Seed Coating

A 10 mg/ml AEO solution was prepared in 100% ethanol (Sigma-Aldrich, St. Louis, MO, United States) and serially diluted (1.0 and 0.5 mg/ml) for seed coating. Fresh tomato seeds previously stored for 24 h at 4°C were dipped in the solution one by one and then air dried on sterilized aluminum foil under sterile conditions until use. Control seeds were treated with corresponding 100% ethanol dilutions to AEO dilutions in sterilized water for each assay.

### Plant Inoculations

Coated seeds were kept in constant contact with the fungus in a hydroponic system containing 500 μl of *Fol* (10^6^ spores/ml) in water. Control samples were treated with 500 μl of sterilized distilled water with the corresponding dilution of glycerol. Inoculated plants were placed in the growth chamber (Aralab S.L, Lisbon, Portugal) under the growth conditions specified above. Infection was monitored by measuring the disease parameters specified for each assay.

### Disease Symptoms

Disease symptoms of tomato seedlings (*var. marmande*) were measured considering the different seed germination start and finish times (between 4 and 9 days, respectively) and growth stages. Disease symptoms observed after 7 days were rated as follows: “0” normal seed germination and root emergence; “1” delayed seed germination and root emergence compared to 0; “2” germinated seeds with roots shorter than 2 cm compared to control; “3” germinated seeds with roots shorter than 1 cm; “4” no germination and seeds covered in fungus. Disease symptoms observed after 12 days were rated as follows: “0” no disease symptoms on seedlings; “1” delayed growth observed for shoots and roots with no apparent necrosis or chlorosis; “2” light chlorosis and necrosis on aerial part, including main leaves and shoots; “3” high chlorosis on main leaves and necrosis on shoots; “4” failed seedlings. Trypan blue staining was performed as previously described to detect seedling tissue cell death and necrosis (Lichtenthaler and Wellburn, 1983). Briefly, trypan blue solution is prepared: 10 ml lactic acid (85% w:w), 10 ml phenol (TE balanced buffer, pH 7.5–8.0), 10 ml glycerol (≥99%), 10 ml distilled water, 40 mg trypan blue (final concentration of 10 mg/ml). Seedlings were stained for 20 min and rinsed with 100% ethanol overnight and preserved in 60% glycerol until microscopy observation. Diamino-benzidine (DAB) staining performed as described in the literature was used to stain reactive oxygen species (ROS) production on coated and inoculated seeds (Livak and Schmittgen, 2001). Briefly, seeds and seedlings were placed in ethanol (100%) for 24 h. Tissue was treated with DAB solution (1 mg/ml) for 2 min under vacuum and covered with aluminum foil for 2 h at room temperature. The DAB solution was removed and Ethanol (100%) was added for 2 h before placing in glycerol 60%. DAB staining was performed at 30 min, 1 h, 24 h, 7, and 12 dpi. Callose deposition was measured by aniline blue staining of seedlings. Briefly, seeds or leaves previously treated with ethanol 100% for 24 h were stained in darkness using a 0,1 mg/ml water solution of aniline blue (Sigma-Aldrich, St. Louis, MO, United States) at for 30 min. Tissue was then rinsed with distilled water and placed in 60% glycerol at 4°C and mounted on microscopy slides. DAB and trypan blue were detected by bright light and aniline blue was detected using a DAPI/UV filter by fluorescence microscopy using a stereomicroscope (A292/21 Microscopy iScope IS.3153-PLFi/6 with Fluorescence—IS.3153-PLi/6,nEWF 10x/22, with Plan Fluarex PLFi, 4×, 10×, 20×, 40×, and 100× oil lenses including fluorescence: Blue, Green, UV-DAPI, and Red filters, Microsercon SLU, Madrid, Spain) with a charge-coupled device (CCD) digital cooled camera (A292/21 Euromex 20 MP USB 3.0 with 1 inch CMOS sensor), to obtain digital photos. Image processing and quantification of aniline blue (callose) and DAB signals was performed using ImageJ Software and specific plug-in tools for DAB detection (Schneider et al., 2012).

To measure water content and loss, the fresh and dry weight of seedling tissue was measured, fresh plants were oven-dried at 85°C for 2 days and weighed. The moisture content of individual samples was calculated as follows.

$$\text{WC}=\left(\text{FW}-\frac{\text{DW}}{\text{FW}}\right)\times 100$$

Where WC is the water content of individual plants or seedlings, FW is the fresh weight and DW is dry weight.

Total chlorophyll A, B and carotenoid content was determined according to Lichtenthaler and Wellburn (1983), with little modification. Briefly, 500 mg of fresh leaves were collected in a sterilized Eppendorf with borosilicate glass boils in liquid nitrogen. Samples were then ground in 5 ml of acetone (90%) and centrifuged at 3,000 g for 10 min. The supernatant was collected, and the absorbance of samples was measured using a spectrophotometer (Hach DR 2000, Hach Co., Loveland, CO, United States) at three wavelengths: 662, 644, and 470 nm. Pigment content was then calculated following authors’ specifications and expressed as mg 100 g^–1^, related to fresh weight (fw).

$$C\,a=\left(13,96\times A_{665}\right)-\left(6,88\times A_{650}\right)$$

$$C\,b=\left(24,96\times A_{650}\right)-\left(7,32\times A_{665}\right)$$

$$C\,t=\frac{\left(1000\times A_{470}\right)-\left(2,05\times C\,a\right)-\left(114,8\times C\,b\right)}{245}$$

Where Ca is Chlrolophyl a, Cb is Chlrolophyl b, and Ct is Carotenoids.

### Statistical Analysis

The Stat Graphics Centurion XVI.II program (Stat Point Technologies, Inc., Warrenton, VA, United States) was used for all data analysis relating to plant growth and disease parameters. A one-way analysis of variance (ANOVA) and Duncan’s mean comparison test were performed for all experiments and *t*-tests with a significance level of 0.05%. In the case of non-homogeneous variance, a non-parametric Kruskal–Wallis test was used.

### RNA Quantitative Real-Time-PCR Analyses

Quantitative Reverse Transcription-PCR analysis was performed for RNA-seq data validation. Total RNA was isolated from frozen tomato tissue, separately analyzing roots and aerial parts corresponding to shoots. TRIzol Reagent (Invitrogen^®^, Carlsbad, CA, United States) was used according to the manufacturer’s protocol along with chloroform. RNA samples were then treated with High pure RNA isolation kitto remove trace amounts of genomic DNA (Roche, Manheimm, Germany). RNA samples were analyzed to check quantity using a NanoDrop (UV-Vis ACTG Gene UVS—99. 200 a 850 nm) and quality was checked using Qubit 4.0 (Thermo Fisher Scientific, Madrid, Spain). RNA samples were visualized in 1% agarose gel before next step staining with GelRed (Nippon, Japan). First-strand cDNA synthesis was primed using a hexanucleotide random primer, and cDNA was synthesized using a First-Strand Synthesis Kit (Amersham-Pharmacia, Rainham, United Kingdom) according to the manufacturer’s protocol. A 1.5 μl aliquot of the first-strand synthesis reaction was used as the template for PCR amplification. The program consisted of 3 min at 95°C, 40 cycles of: 30 s at 95°C, 30 s at 60°C, with a final extension step consisting of 7 min at 72°C and dissociation melting curves. The quantitative real-time (qRT-PCR) experiments were performed using a SYBR^®^ Green qPCR master mix (Nzytech, Lisbon, Portugal) with reactions at a final volume of 10 μl per well. Samples were run in a DNA Engine One-Step QRT-PCR machine (Thermo Fisher Scientific, United States). Gene-specific primers were designed using the Primer Express 2.0 program (Applied Biosystems, Foster City, CA, United States), and minimal self-hybridization and dimer formation of primers were determined using the Oligo 6.0 program (Molecular Biology Insights, West Cascade, CO, United States). Primers with annealing temperatures of 58–60°C that amplified products with lengths of about 150 bp were selected and then verified for specificity using a Basic Local Alignment Search Tool (BLAST). The amplification efficiency for each pair of oligonucleotides was calculated as recommended by the manufacturer (Bio-Rad, Hercules, CA, United States) selecting only oligonucleotides with efficiencies above 90% for assays. Gene specific primers used for quantitative real-time PCRs are detailed in Supplementary Table 1. Data was acquired using the One-Step PCR Applied Biosystem Analysis software (Version 2.01), and changes in transcript levels were determined using the 2^–ΔΔ*CT*^ method (Livak and Schmittgen, 2001). Data points were compared using *t*-tests. Three independent biological replicates from different assays were used with three technical replicates in each experiment.

### Construction of RNA-Seq Libraries

Total RNA from three independent biological replicates was extracted as detailed previously. For each sample, 1 μg of total RNA was used to construct the Illumina sequencing libraries according to the manufacturer’s instructions (TruSeq Stranded mRNA LT Sample Prep Kit). Libraries were sequenced using the Illumina HiSeq 2500 platform (Biomarker Technologies) and 150 bp paired-end reads were generated.

### Analysis of RNA-Seq Data

About 4 Gb of high-quality 150-bp paired-end reads were generated from each library and the quality of the clean reads was checked using the Q < 20 threshold. To reduce analysis bias, artifacts such as low-quality reads, adaptor sequence, contaminant DNA, and PCR duplicates were removed using Cutadapt.^1^ Trimmed reads were mapped to the reference genome with HISAT2 splice-aware aligner (Pertea et al., 2016). The tomato reference genome and gene model annotation files were downloaded from the genome website browser (SGN release version SL2.50).^2^ Known genes and transcripts were assembled using String Tie with aligned reads (Kovaka et al., 2019) based on the reference genome model (SL2.50). After assembly, gene/transcript abundance was calculated in the read count and normalized values obtained, i.e., FPKM (Fragments Per Kilobase of transcript per Million mapped reads) and TPM (Transcripts Per Kilobase Million) for each sample using the feature counts function of the Bioconductor (Huber et al., 2015) package R subread (Liao et al., 2019) (strand Specific = 0, is Paired End = TRUE, require Both Ends Mapped = TRUE, primary Only = TRUE, ignore Dup = TRUE). Differentially expressed genes (DEGs) between samples were identified using the DESeq2 package (Love et al., 2014) with standard parameters (fold-change was ≥ 1 and FDR-adjusted *P*-value < 0.05). Average gene expressions in the three biological replicates were used for DEG identification (Supplementary Tables 2, 3).

### Gene Ontology Enrichment Analysis and Kyoto Encyclopedia of Genes and Genomes Pathway Analysis

Panther GO^3^ was used for Gene Ontology (GO) enrichment. The GO enrichment analysis provided all the GO terms which were significantly enriched in the DEGs relative to the genomic background, and DEGs were filtered according to cellular components, molecular functions and biological processes. Kyoto Encyclopedia of Genes and Genomes (KEGG)^4^ is a main pathway-related database. Based on the comparison of the DEGs to the genomic background, pathway enrichment analysis pinpointed the enriched pathways.

### Validation of RNA-Seq by Quantitative Real-Time-PCR

To validate RNA sequencing reading data, 1 μg total RNA was reverse transcribed into cDNA following the previously described protocol for first strand synthesis using oligo (dT) primers. A Quantitative real-time PCR (qRT-PCR) was performed as previously described under the following conditions: 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 30 s. The fluorescence signal was monitored automatically in each cycle. Relative expression levels of specific mRNAs were measured as previously described using the 2^(–ΔΔ*Ct)*^ analysis method (Livak and Schmittgen, 2001), and expression values were normalized using the β-Actin gene. A regression line was calculated to analyze the correlation between Log_2_ RNA-seq readings and quantitative real-time PCR Ct results from 12 independent RNA samples and five genes for each tissue (Supplementary Figure 1). Three independent biological replicates were analyzed for each sample. Primers used in this study are listed in Supplementary Table 1.

### Metabolomic Analysis

#### Tomato Extract Preparation

Treated and untreated tomato seedlings (12 days old, 12 seedlings per replica with three biological replicas) were frozen in liquid N and then extracted with MeOH. Extracts were filtered and kept at −20°C until HPL-MS analysis. For GC-MS, the MeOH extracts were partitioned with dichloromethane (DCM), filtered and the solvent evaporated prior to GC-MS analysis.

#### Gas Chromatography Coupled With Mass Spectrometry Analysis of Essential Oil and Tomato Extracts

The essential oil and DCM fractions of MeOH tomato extracts were analyzed by gas chromatography coupled with mass spectrometry (GCMS) using a Shimadzu GC-2010 gas chromatograph coupled to a Shimadzu GCMS-QP2010 Ultra mass detector (electron ionization, 70 eV). Sample injections (1 μl) were performed using an AOC-20i and equipped with a 30 m × 0.25 mm i.d. capillary column (0.25 μm film thickness) Teknokroma TRB-5 (95%) Dimetil- (5%) diphenylpolisiloxane. Working conditions were as follows: split ratio (20:1), injector temperature 300°C, temperature of the transfer line connected to the mass spectrometer 250°C, initial column temperature 70°C, then heated to 290°C, at 6°C/min intervals. Electron ionization mass spectra and retention data were used to assess the identity of compounds by comparing them with those found in the Wiley 229 and NIST Mass Spectral Database. All extracts (4 μg/μl) were dissolved in 100% DCM for injection. Pure compounds (salicylic acid, chlorogenic acid, and methyl jasmonate from Sigma-Aldrich) were injected and analyzed under the same conditions just described.

#### LCMS Analysis of Tomato Extracts

Methanolic tomato extracts were analyzed by liquid chromatography coupled with mass spectrometry (HPLC-MS) in a Shimadzu apparatus equipped with an LC- 20AD pump and a CTO-10AS VP column oven coupled to a mass spectrometer with a simple quadrupole analyzer LCMS-2020 QP, with an electrospray ionization source (ESI). An ACE 3 C18 column (150 mm × 4.6 mm, 3 μm particle size) with an ACE3 C18 analytical pre-column was used for separation. The compounds were eluted with Methanol (LC-MS grade) (MeOH): MiliQ water with 1% acetic acid 5% MeOH for 5 min, followed by a gradient 5:100% MeOH for 30 min, 100% MeOH for 10 min and 100:5% MeOH for 8 min, with a flow rate of 0.5 ml/min. The nitrogen flow (drying gas for solvent evaporation) was 15 L/min. Electrospray capillary potential was + 4.50 kV and a Full Scan was used in positive mode (m/z 100–700) with a potential of 1.40 kV and a capillary temperature of 250°C. Stock solutions of extracts were injected at 0.25 mg/ml with a 5 μl injection through an automatic injector (SIL-20A XR). All extracts (0.25 μg/μl) were dissolved in 100% MeOH for injection. Pure compounds (lycopene, carotene, salicylic acid, chlorogenic acid, and methyl jasmonate from Sigma-Aldrich) were injected at 0.2 mg/ml and analyzed under the same conditions as described above.

## Results

### *Artemisia absinthium* Essential Oil

Table 1 shows the chemical composition of *A. absinthium* var. Candial (AEO). The oil was characterized by *cis*-epoxyocimene (35%), followed by *cis*- chrysanthenol (9,04%), chrysanthenyl acetate (8,40%), chamazulene (5,01%), and *t*-caryophyllene (4,74%). The composition was like the one previously reported for other crops, highlighting the chemical stability of this plant variety (Julio et al., 2015).

**TABLE 1:** Chemical composition of the *Artemisia absinthium* var. candial essential oil tested.

Compound	Retention time (min)	Area (≥1%)
Linalool	6.451	2.03
(−)-(*Z*)-Epoxyocimene	7.088	34.85
(*E*)-Epoxyocimene	7.303	2.37
Camphor	7.447	1.97
(−)-*cis*-Chrysanthenol	7.765	9.04
Chrysanthenyl Acetate	9.930	8.40
*trans*-Caryophyllene	13.546	4.74
Germacrene-D	14.868	2.41
β-Selinene	14.990	1.45
Dihydrochamazulene	15.520	3.37
Dihydrochamazulene isomer	17.672	1.03
Neointermedeol	18.526	1.20
Chamazulene	19.906	5.01
Geranyl-α-terpinene	24.667	3.30
Geranyl-α-terpinene isomer	24.791	3.24

### Fungicidal Activity of *Artemisia absinthium* Essential Oil Against *Fusarium oxysporum* sp. *oxysporum radicis lycopersici* Phytopathogen

We tested increasing concentrations of AEO (0, 0.005, 0.05, 0.5, and 1 mg/ml) to test spore germination rate. AEO exhibited strong fungicidal activity against *Fol* spores *in vitro* with a significant spore germination inhibition rate of 44.25% ± 1.72, compared to controls at 0.5 mg/ml, with an EC50 of 109.91 as shown in Table 2. Moderate or no fungicidal effects on spore germination were observed at concentrations below 0.005 mg/ml.

**TABLE 2:** *In vitro* analysis of toxic activity of AEO on *Fol* spores.

AEO (μg/ml)	
5	83.58 ± 4.74
50	45.43 ± 0.41
500	44.25 ± 1.72
1000	30.62 ± 2.69
EC_50_	109.91 (63.02–191.68)

*Different concentrations of AEO (μg/ml), were tested on Fol spores (10^5^ spores/ml), by MTT assay (Abs 630 nm).*

### *Artemisia absinthium* Essential Oil Effect on Seed Germination and Tomato Seedling Growth in Presence of *Fusarium oxysporum* sp. *oxysporum radicis lycopersici*

To test for physiological effects of the AEO coating, seeds were treated with 0.5 mg/ml and 1 mg/ml of AEO and germinated in presence (+), or absence (−), of *Fol* (10^6^ spores/ml). Germination rates were determined at 7 dpi, before seed germination was complete, and after 12 days once germination was finished.

Figure 1A (−) shows that, in absence of the fungus, there were no significant differences in seed germination rate between AEO treated seeds with 0.5 mg/ml (light blue bars), 1 mg/ml (dark blue bars), or control watered seedlings (white bars).

**FIGURE 1:**
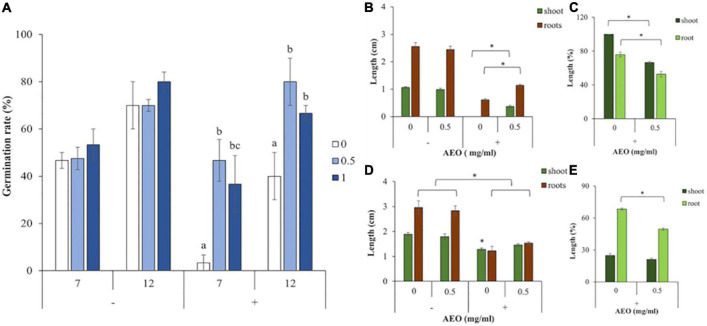
AEO and *Fol* effects on germination rate and growth of tomato seedlings. **(A)** Germination rate measured in non-inoculated (–), or inoculated (+) seedlings, with *Fol* (10^6^ spores/ml), after seed coating with AEO at 0.5 mg/ml (light blue bars), AEO at 1 mg/ml (dark blue bars), or watered controls (white bars), according to section “Materials and Methods”. **(B)** Shoot length (green bars), and root length (brown bars), measured in non-inoculated (–), and inoculated (+) with *Fol* (10^6^ spores/ml), on 7-day-old seedlings, in absence of AEO (“0”), or presence of AEO 0.5 mg/ml (0.5). **(C)** Percent of growth inhibition of shoots (green bars), and roots (brown bars), 7 dpi with *Fol* (+), related to non-inoculated seedlings, in presence of AEO 0.5 mg/ml (0.5) or in watered controls. **(D)** Shoot length (green bars), and root length (brown bars), measured in non-inoculated (–), and inoculated (+) with *Fol* (10^6^ spores/ml), on 12-day-old seedlings, in absence of AEO (“0”), or presence of AEO 0.5 mg/ml (0.5). **(E)** Percent of growth inhibition of shoots (green bars), and roots (brown bars), 12 dpi with *Fol* (+), related to non-inoculated seedlings, in presence of AEO 0.5 mg/ml (0.5) and in watered controls. The * denotes a statistically significant difference using variance check (*P*-value ≤ 0.05) and Duncan test, between bracket samples at **(B,C)**, or (*P*-value ≥ 0.05) and Kruskal-Wallis test at **(D,E)**. The * on **(D)** denotes a statistically significant difference related to all the other treatments.

However, Figure 1A (+), shows that in presence of *Fol* (+), the fungus severely inhibited germination in non-coated seeds (white bars), compared to the AEO treated ones with 0.5 mg/ml (light blue bars) and 1 mg/ml (dark blue bars). This shows that AEO contributed to seedling germination both at 7 and at 12 dpi in presence of *Fol*. Based on these results, the 0.5 mg/ml concentration of AEO, was chosen for further assays.

Seedling root and shoot length was determined after 7 and 12 days in presence (+) and absence (−) of *Fol* (10^6^ spores/ml) from pre-treated seeds with an AEO coating of 0.5 mg/ml (0.5), or 1 mg/ml (1). Figure 1B (−) shows that, at control plants, after 7 days, AEO did not affect shoot growth (dark green bars) or root growth (brown bars), in absence of the fungus (−). However, Figure 1B (+) shows that, in presence of the fungus (+), AEO raises plant tolerance to *Fol* as determined by increased root and shoot length, compared to controls. Figure 1C represents the percent of growth inhibition of shoots (dark green bars) and roots (light green bars) compared to controls in presence of the fungus (+). Growth inhibition of roots and shoots was higher for inoculated plants in absence of AEO.

Figure 1D (−) shows that after 12 days, into control non-inoculated plants (−), AEO did not affect shoot growth (dark green bars) or root growth (brown bars). Furthermore, as shown in Figure 1D, in presence of the fungus (+), an increase in root and shoot length happens, in AEO coated seedlings, showing that AEO contributes to plant tolerate to *Fol*. Figure 1E shows the percent of growth inhibition of shoots (dark green bars) and roots (light green bars) compared to controls in presence of the fungus (+). The inhibition observed on growth, was higher on inoculated plants in absence of AEO, in roots but was not observed in shoots.

### *Artemisia absinthium* Essential Oil Effect on Tomato Seedlings Disease Parameters

The disease parameters of the seedlings were studied under hydroponic conditions in the presence and absence of *Fol*. Disease ratios were measured considering the different stages of germination and development of tomato at 7 and 12 days. After 7 days, disease ratios were measured completion of seed germination and after 12 days during heterotrophic growth. A quantitative analysis of disease symptoms indicated that the AEO treatment diminished the disease ratio both at 7 dpi (Figures 2A,C) and 12 dpi (Figures 2B,D).

**FIGURE 2:**
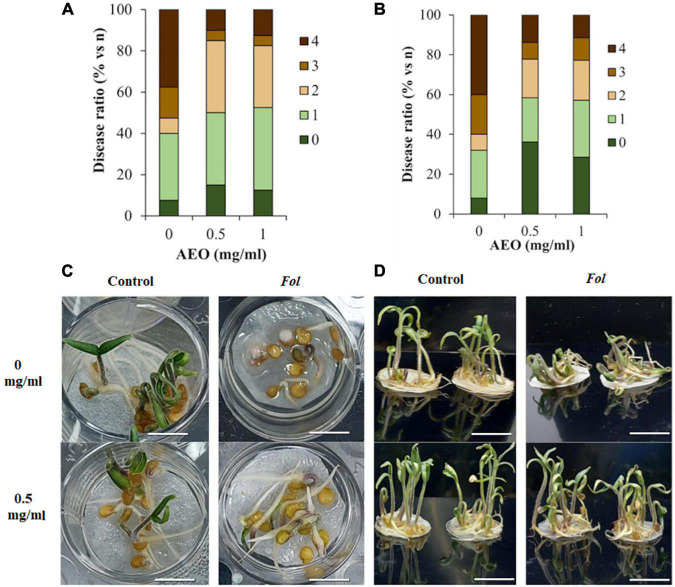
Disease ratio under AEO treatment of seedling inoculated with *Fol*. The effect of AEO (at 0 and 0.5 mg/ml) protecting tomato against *F. solani*. **(A,C)** Disease ratio 7 days after inoculation (+) with *Fol* (10^6^esp/ml), measured as percent of plants with different disease ratios, where: 0: no symptoms and normal germination (shoots and roots longer than 2 cm); 1: Delayed germination, showing radicle with no shoot; 2: Shoot and root measuring less than 2 cm; 3: Necrotic germinated seeds; 4: necrotic ungerminated seeds. **(B,D)** Disease ratio 12 days after inoculation (+) with *Fol* where: 0: no symptoms; 1: growth inhibition of shoots and roots and leaf chlorosis; 2: leaf necrosis and chlorosis; 3: leaf chlorosis and root necrosis; 4: decayed seedlings. Bars: (1 cm).

AEO increased plant water content (15%, Figure 3A), and reduced fresh weight loss (FWL) (30%, Figure 3B). AEO also reduced other disease symptoms such as leaf necrosis (Figure 3C) and pigment content measured as total content of chlorophylls A and B (Figures 4A,B), and carotenoids (Figure 4C). Levels of all 3 pigments increased after 12 dpi compared to the corresponding controls into AEO treated seedlings (Figure 4D).

**FIGURE 3:**
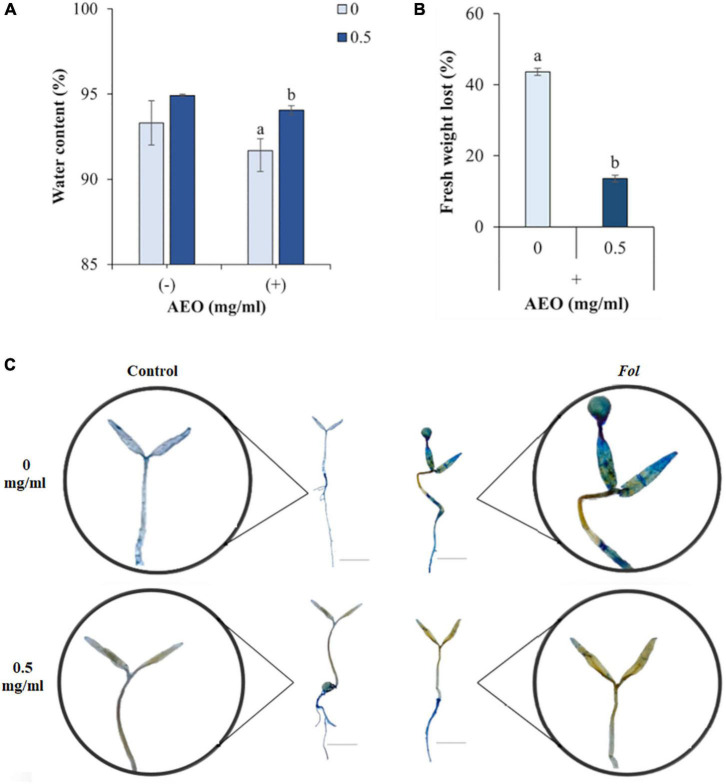
Disease symptoms produced by Fol in AEO treated tomato seedlings. **(A)** Water content (WC), **(B)** Fresh weight loss (FWL), **(C)** Trypan blue (TB) staining showing necrosis induced by *Fol* (10^6^esp/ml). Measurements taken after 12 dpi. Amplification of TB staining of seedlings are shown in circles. AEO treatment at concentrations of 0 (Controls at the top) and 0.5 mg/ml (at the bottom), and in absence (at the left) and in presence (at the right) of *Fol*. Bars (1 cm).

**FIGURE 4:**
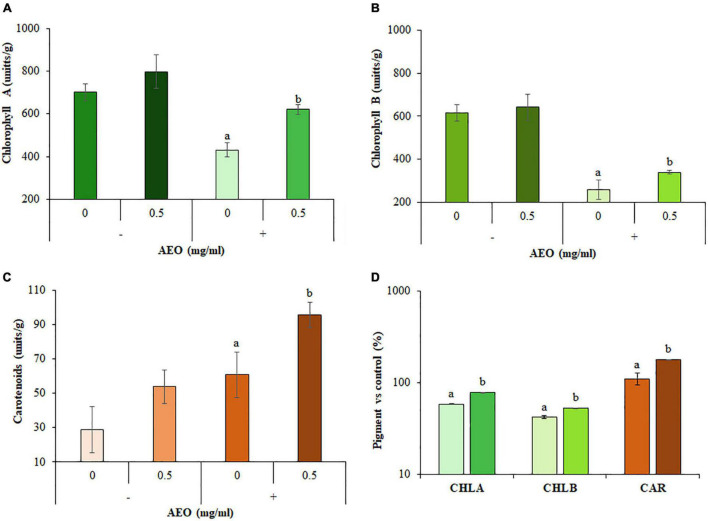
Pigment content of AEO treated seedlings. **(A)** Total content of Chlorophyll A (CHLA). **(B)** Total content of Chlorophyll B (CHLB). **(C)** Total content of carotenoids. **(D)** Pigment increases compared to respective controls. Absorbance (see section “Materials and Methods”) by leave tissue was measured after 12 days on non-inoculated (–) and inoculated (+) seedlings with *Fol* (10^6^ sp/ml), pretreated with AEO at concentrations of 0 (Control) and 0.5 mg/ml. Total pigment content is expressed in (unit/g).

### *Artemisia absinthium* Essential Oil Seed Coating Effect on Reactive Oxygen Species Production and Callose Deposition on Seeds After Germination

To specifically determine how AEO might protect seeds and seedlings against *Fol*, a kinetic of seed response to AEO treatment (0.5 mg/ml) was performed. Coated seeds were stained with DAB and aniline blue to determine the reactive oxygen production (ROS) of seeds throughout the germination process and the effect of AEO on the callose deposition process, respectively. Staining intensity was measured after 30 min, 1 h and at 1, 4, 7, and 12 days after the coating treatment in the presence and absence of Fol, AEO or both treatments. As shown in Figure 5A, the AEO coating treatment increased callose deposition during the germination period, between days 4 and 7. Callose quantification (see section “Materials and Methods”), confirmed the observed increase in callose deposition. The increase in callose was maintained up to 12 days in the AEO treated, inoculated and non-inoculated seedlings (Figure 5B). A high level of ROS production was also observed before germination in all seeds, as was a reduction in ROS production during seed germination (between 4 and 7 days) in control and AEO treated seeds in absence of the fungus (Figure 6A). The ROS level was high, on infected with *Fol*, even after the germination state. However, ROS levels in control seeds, seeds treated with AEO and AEO pre-treated and infected seeds, decreased once the germination process started (Figure 6A). The quantification of DAB confirmed those data (Figure 6B). A similar staining analysis was performed on seedling leaves but no ROS or callose depositions were observed in that tissue (data not shown).

**FIGURE 5:**
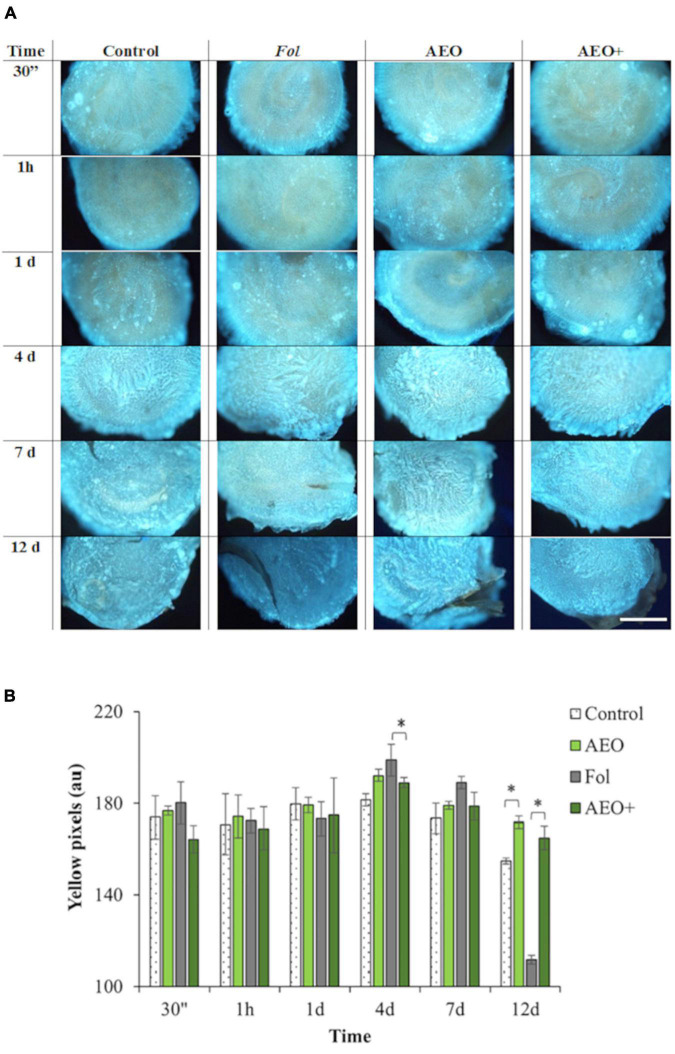
Kinetic of callose deposition on seeds. Kinetic of callose deposition. The * denotes a statistically significant difference using variance check (*P*-value ≥ 0.05) and Kruskal–Wallis test. Tomato seeds were coated with 0.5 mg/ml of AEO. **(A)** Production of callose on seed surfaces was followed by fluorescence staining of callose with aniline blue (see section “Materials and Methods”) after 30 min, 1 h, 24 h, 4, 7, and 12 days (see section “Materials and Methods”), on non-inoculated (–) and inoculated (+) seeds with *Fol* (10^6^ sp/ml), pretreated with AEO concentrations of 0 (Controls) and 0.5 mg/ml. **(B)** Histogram showing quantification of yellow pixels produced by callose measured with Image J program (see section “Materials and Methods”). Bars (1 mm).

**FIGURE 6:**
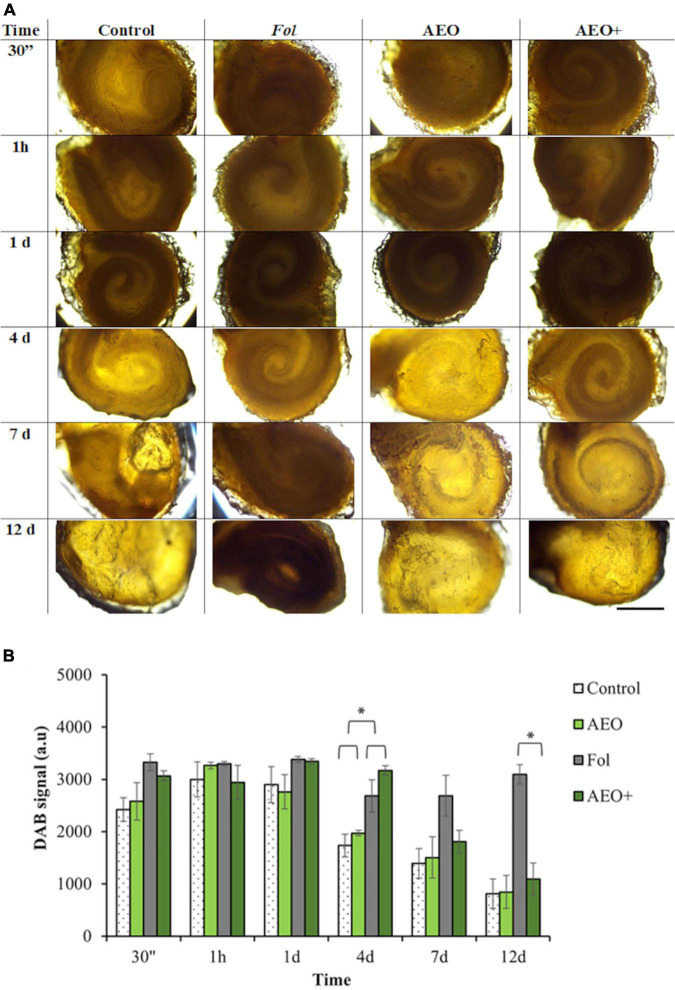
Kinetic of Reactive Oxygen Species Production (ROS) on seeds. In day 4, the * denotes a statistically significant difference using variance check (*P*-value ≤ 0.05) and Duncan test. In day 12, the * denotes a statistically significant difference using variance check (*P*-value ≥ 0.05) and Kruskal–Wallis test. Tomato seeds were coated with 0.5 mg/ml of AEO. **(A)** Production of ROS on seed surfaces was followed by DAB staining of ROS production (see section “Materials and Methods”), after 30 min, 1 h, 24 h, 4, 7, and 12 days, on non-inoculated (–) inoculated (+) seeds with *Fol* (10^6^ sp/ml), pretreated with AEO at concentrations of 0 (Controls) and 0.5 mg/ml. Bars (100 pixel). **(B)** Histogram showing quantification of DAB signal measured with Image J program (see section “Materials and Methods”). Bars (1 mm).

### Analysis of Seedling Response to *Artemisia absinthium* Essential Oil by RNA-Seq and Metabolomics

While the short-term compounds involved in tomato’s recognition of *Fol* have been described, (Kaplan et al., 2006; Berrocal-Lobo and Molina, 2008; de Lamo and Takken, 2020) studies characterizing the long-term and “*de novo*” synthetized molecular compounds involved in plant tomato defense against *Fol* are still scarce. This work focuses on characterizing the effect that AEO has on tomato’s long-term defense response to *Fol*. 

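RNA from shoots and roots of 12-day-old tomato seedlings was sequenced in 4 groups per tissue, with 3 libraries per group and 24 libraries in all. The shoot groups were control plants (CS), seedlings from seeds coated with AEO at 0.5 mg/ml (SE), seedlings from seeds inoculated with Fol at 1000000 spores/ml (SF), and seedlings from seeds both coated and inoculated (SFE). The corresponding root groups were CR, RE, RF and RFE. The paper states that stranded libraries were made, the sample labels name a kit that does not keep the strand, and reads were counted without using the strand, so antisense and overlapping genes can share reads. The authors trimmed paired reads of 150 bp, aligned them with HISAT2 and counted them per gene with featureCounts, and they deposited counts without normalization for 35538 features. The methods name one tomato genome version and the deposited table is labelled with a later one, so genes are given here by identifier and without coordinates. The paper states about 4 Gb per library, which at that read length comes to 13333333 read pairs. The deposited totals are all larger and are the values used here. Totals were between 47919155 and 53939134 counts in CS (median 48517747), 41078559 and 49669364 in SE (median 42897944), 30502064 and 42496039 in SF (median 41488096), and 41830699 and 49650719 in SFE (median 44228769). In roots they were between 44992561 and 50645148 in CR (median 48490365), 40694244 and 48105219 in RE (median 47301687), 22391693 and 44145028 in RF (median 37326599), and 29119284 and 36470515 in RFE (median 36299712). Library sizes were scaled by edgeR's TMM method, genes with few counts were removed by its filterByExpr function, and the 12 libraries of each tissue were fitted together with its quasi-likelihood test. A gene was counted as a DEG at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The biological coefficient of variation, which is the spread between replicate libraries beyond counting error, was 0.417 in shoots and 0.484 in roots. Levels are given as CPM, the counts of a gene relative to the scaled total of its library. Principal component 1 of the log2 CPM held 58.9% of the variance and principal component 2 held 14.8%. The library labelled CR1 lay among the shoot libraries, with a score of -66.37 on component 1, where CR2 scored 81.47 and CR3 scored 86.01. It was kept in its labelled group, and counts of root DEGs are given with and without it. Among the shoot libraries SF2 lay nearest to the roots on component 1, with a score of -20.9. The others scored between -119.7 and -44.9. SF2 also had the smallest shoot total, 30502064 counts.

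**Figure D1:**
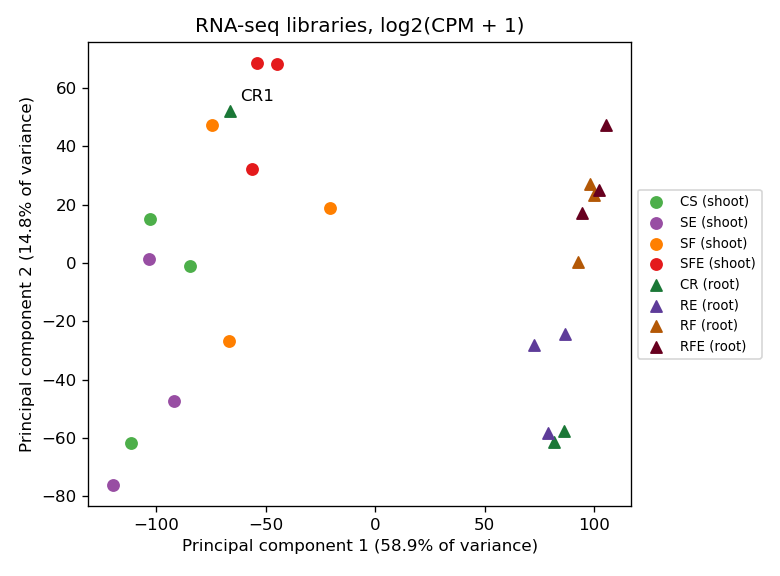
Scores of the 24 libraries on principal components 1 and 2 of log2(CPM + 1), in percent of variance, with circles for shoot groups, triangles for root groups and a colour for each group. The other 11 root libraries lie to the right, and the library labelled CR1 lies among the shoot libraries on the left.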

RNA-seq sequencing of plant genome after 12 days of inoculation with the fungus enabled us to determine the longer-term transcriptional changes produced by AEO in terms of the immunity response of tomato seedlings (see section “Materials and Methods”). 

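In SFE against CS shoots, edgeR's quasi-likelihood test called 2 induced and 3 repressed genes among 21950 tested, and 4463 genes (20.3%) had an unadjusted p under 0.05. In RFE against CR roots it called 169 induced and 30 repressed genes among 22016 tested, with 3665 (16.6%) at an unadjusted p under 0.05. In all 5 shoot DEGs and all 199 root DEGs, the 3 treated libraries lay on one side of the 3 control libraries. Among all genes tested, 30.1% in shoots and 18.9% in roots were separated in this way, where chance gives 10%. In shoots the alternative that moved these counts most was DESeq2 with standard parameters on the 6 libraries compared, which was chosen after the data were seen. It called 1061 induced and 1174 repressed genes in shoots and 526 induced and 323 repressed genes in roots. On counts simulated from the shoot libraries with 200 changed genes among 21950, that test recovered 55% of the changed genes and made 220 calls, 110 of them false. The edgeR test recovered 39.5% of them and made 82 calls, 3 of them false. For the root comparison, simulated over 22016 genes, DESeq2 recovered 54% with 92 false calls of 200 and edgeR recovered 37% with 3 of 77. Each tissue was simulated in a single draw, with the spread that edgeR itself had fitted for each gene and with genes independent of each other. The setting thus follows edgeR's own model and cannot rank these tests on the real counts. The share of false calls also depends on the number of changed genes simulated and does not carry over to the calls on the real counts. The order of the tissues depended on the test and on the library labelled CR1. Without CR1, edgeR called 781 induced and 272 repressed root genes, with 4690 of 22233 genes at an unadjusted p under 0.05, and DESeq2 on the remaining 5 libraries called 1597 and 765, the root counts furthest from those of edgeR on all libraries. Without CR2 the edgeR counts in roots were 21 induced and 2 repressed genes, without CR3 41 and 7, without RE3 90 and 18, without RF1 68 and 5, without RF2 68 and 7, without RF3 98 and 20, without RFE1 23 and 2, without RFE2 58 and 4, and without RFE3 120 and 17. In shoots, 0 of the 5 DEGs were kept without CS1, CS2, SE2, SFE1 or SFE3, and 1 was kept without CS3, SE3 or SFE2, 2 without SF1 and 3 without SE1 or SF3. Without SF2 all 5 were kept, and edgeR called 3 induced and 8 repressed genes. A test of the difference itself, the SFE/CS change minus the RFE/CR change over 23081 genes, gave 2 DEGs by edgeR with 1719 genes at an unadjusted p under 0.05. It gave 7 without CR1 and 4 without SF3.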

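The largest rises and falls among the 5 shoot DEGs were in Solyc04g079700.3, Solyc10g008480.3, Solyc07g055950.3 and Solyc12g015690.2. Solyc04g079700.3 had 1 count in each CS library and 57, 77 and 79 counts in the SFE libraries (edgeR adjusted p = 0.0276). No fold change is given for it because CS held 3 counts in all. Solyc10g008480.3 rose from 12.8 ± 2.45 CPM (SD, n = 3) in CS to 33.6 ± 2.75 (SD, n = 3) in SFE, a log2 fold change of 1.39 (standard error 0.18, edgeR adjusted p = 0.0499). Solyc07g055950.3 went from 169 ± 33.5 CPM (SD, n = 3) in CS to 17.9 ± 6.84 (SD, n = 3) in SFE, a log2 fold change of -3.23 (standard error 0.33, edgeR adjusted p = 0.0276). Solyc12g015690.2 went from 29.4 ± 3.13 to 9.33 ± 1.46 CPM (SD, n = 3 each), a log2 fold change of -1.66 (standard error 0.19, edgeR adjusted p = 0.0276). In SF shoots without the coating Solyc04g079700.3 had 44, 17 and 10 counts, and the other 3 genes had log2 fold changes against CS of 1.18, -2.39 and -1.24. The edgeR adjusted p of SF against CS was 0.148 for each of the 4 genes. In SE shoots, with the coating alone, Solyc04g079700.3 had 6, 8 and 6 counts, Solyc10g008480.3 held 12.7 ± 1.71 CPM, Solyc07g055950.3 73.8 ± 22.1 and Solyc12g015690.2 17.4 ± 1.89 (SD, n = 3 each). All 3 SE libraries lay on the SFE side of all 3 CS libraries in these genes except Solyc10g008480.3, and the edgeR adjusted p of SE against CS was 1 for each of the 4.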

A volcano Plot performed based on DEG analysis allowed us to determine that the number of genes transcriptionally upregulated or downregulated was substantially higher in shoots than in roots, 1,061 being induced in shoots compared to 526 in roots, 1,174 genes repressed in shoots compared to 323 in roots (Figures 7A–D). 

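By edgeR, the 2 induced and 3 repressed genes of SFE shoots were called in neither SF nor SE shoots, and they are counted here as specific to SFE on these missing calls alone. A missing call does not show a difference between treatments. Of the 5 genes, Solyc04g079700.3, Solyc10g008480.3, Solyc07g055950.3 and Solyc12g015690.2 were called in SF/CS by DESeq2 on 6 libraries (adjusted p = 0.0124, 0.00191, 4.11e-13 and 0.000489). With a library left out, the counts specific to SFE equalled those of SFE/CS except without CS1 (0 induced and 0 repressed), SF1 (0 and 1) and SF3 (0 and 2). SF against CS gave 0 DEGs by edgeR, with 3174 genes at an unadjusted p under 0.05, 0 DEGs by limma voom, 565 by DESeq2 on 12 libraries and 294 by DESeq2 on 6. It gave 25 without SF1 and 3 without SF3 by edgeR. SE against CS gave 0 DEGs by edgeR, with 606 genes at an unadjusted p under 0.05, 0 by limma voom, 4 by DESeq2 on 12 libraries and 10 on 6. Same-numbered CS and SE libraries deviated alike from their group means (correlations of 0.54, 0.77 and 0.27), though the labels do not state a pairing. With the replicate number as a block, edgeR on these 6 libraries gave 0 DEGs, with 2026 of 21366 genes at an unadjusted p under 0.05. That fit was chosen after the data were seen. SFE against SF, in which the coating is the difference between the groups, gave 0 DEGs by edgeR, with 1323 genes at an unadjusted p under 0.05, 0 by limma voom, 14 by DESeq2 on 12 libraries and 7 on 6. The 925 genes of Supplementary Table 2 and the 1059 of Supplementary Table 3 had log2 ratios in SFE/CS that were within 0.001 of those of DESeq2 on 6 libraries in all 1984 cases. Among 905 genes of Supplementary Table 2 tested by edgeR, 761 had an unadjusted p under 0.05 in SFE/CS, 0 passed the adjusted p over all genes, and 681 passed when adjusted over the list alone. Among 1055 genes of Supplementary Table 3, these counts were 966, 1 and 944. The study chose both lists on these samples, so the counts adjusted over the list alone are not independent evidence. In SFE against SF, 58 genes of Supplementary Table 2 and 135 of Supplementary Table 3 had an edgeR unadjusted p under 0.05, and 0 of either list passed when adjusted over the list alone. In SF against CS these counts were 298, 554 and 0 of either list. The log2 ratio of SF/CS had the same sign as that of SFE/CS in 913 of 921 genes of Supplementary Table 2 and in 1039 of 1059 genes of Supplementary Table 3. Its median was 1.07 where the SFE/CS median was 1.72, and -1.02 where the SFE/CS median was -1.49. Both comparisons use the same CS libraries, and the lists were chosen for SFE/CS, which alone tends to make signs and medians alike. For 5 simulated draws of unchanged groups, genes were listed by smallest SFE/CS p, less those listed for SF/CS. No threshold was set on p or fold change, and SE/CS was not used. Of these genes, 86.2% of induced and 81.1% of repressed ones had the same sign. Their SF/CS medians were 0.47 and -0.34 where the SFE/CS medians were 0.90 and -0.87. The shares in the study's lists, 913 of 921 and 1039 of 1059, were higher. The lists were not chosen alike, so this excess is not a test. DESeq2 on 6 libraries called 113 of its 160 induced SF/CS genes and 104 of its 134 repressed SF/CS genes also in SFE/CS, and the simulated draws gave median overlaps of 89 and 47.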

DEG analysis of shoot tissue showed a significant number of genes that are transcriptionally induced or repressed by the AEO treatment, 925 genes upregulated and 1,059 repressed, respectively (Figure 8A). 

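In roots, edgeR called 22 induced and 2 repressed genes in RF against CR, with 3308 genes at an unadjusted p under 0.05. Coating alone (RE against CR) gave 0 DEGs by edgeR, with 1035 genes at an unadjusted p under 0.05, 0 by limma voom, 20 by DESeq2 on 12 libraries and 14 on 6. RFE against RF gave 0 DEGs by edgeR, with 529 genes at an unadjusted p under 0.05, 0 by limma voom, 20 by DESeq2 on 12 libraries and 39 on 6. Without the library labelled CR1, RF against CR had 525 DEGs by edgeR, with 4637 genes at an unadjusted p under 0.05, and RE/CR and RFE/RF stayed at 0 by edgeR with 1008 and 893 genes at an unadjusted p under 0.05. RF/CR fell to 0 DEGs without CR2, 11 without CR3, 12 without RF1, 7 without RF2 and 14 without RFE3, and rose to 41 without RE1. The largest rises and falls among the RFE/CR DEGs were in Solyc07g009310.3, Solyc02g085660.1, Solyc08g076250.2 and Solyc03g006210.2. Solyc02g085660.1 rose from 0.692 ± 0.373 CPM (SD, n = 3) in CR to 267 ± 89.1 (SD, n = 3) in RFE, a log2 fold change of 8.58 (standard error 0.87, adjusted p = 0.00374 from edgeR). RF roots held 171 ± 114 CPM (SD, n = 3) of it. Solyc07g009310.3 had 0 counts in every CR library and 60, 56 and 10 counts in RFE (edgeR adjusted p = 0.0393), with 31, 55 and 25 counts in RF. Solyc08g076250.2 had 40, 40 and 48 counts in CR and 0 in every RFE and RF library (edgeR adjusted p = 0.0308). Solyc03g006210.2 had 37, 49 and 204 counts in CR and 0, 3 and 0 in RFE (edgeR adjusted p = 0.0483), with 29, 10 and 14 counts in RF, all above RFE (RFE/RF edgeR unadjusted p = 0.0057, adjusted p = 1). No fold change is given for the last 3 of these genes because 1 group was at or near 0 counts. Over the 12 fits that leave one library out, the call of Solyc02g085660.1 held in each, with a largest adjusted p of 0.0416. It did not hold in an edgeR fit of only the 6 libraries compared (adjusted p = 0.0939), in which RFE/CR had 1 induced and 0 repressed genes. The calls of the other 3 genes depended on single libraries. That of Solyc07g009310.3 was lost without CR2, CR3, RE3, RF1, RF2, RF3, RFE1 or RFE2 (largest adjusted p 0.144, without RFE1), and that of Solyc08g076250.2 without CR2, CR3 or any one of the RE and RFE libraries (largest 0.113, without RFE1). Solyc03g006210.2 kept its call only without CR1, and its largest adjusted p was 0.191, without RFE1.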

A small number of genes was sufficient to perform a DEG analysis of the roots. The KEGG analysis determining pathway enrichment (see section “Materials and Methods”) enabled us to identify the metabolomic pathways involved in the biosynthesis of secondary metabolites, linolenic acid, phenylpropanoids, monoterpenoids (McGarvey and Croteau, 1995), amino acid degradation, and plant-pathogen interactions, i.e., the main pathways induced as part of the long-term defense response of tomato seedlings (Figure 8B, left panel). 

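The pathway gene sets behind the enrichment were not used here. Genes were instead grouped by the descriptions that Supplementary Tables 2 and 3 give for 1838 of their genes, and tallied in each table. Of the genes described as parts of linolenic acid metabolism, 6 were in the induced table and 1 in the repressed table. Their median SFE/CS log2 fold change was 1.45 in the induced table, and the median in SF/CS was 0.89. For phenylpropanoid synthesis 10 genes were in the induced table and 0 in the repressed one, with a median of 1.31 in SFE/CS and 0.76 in SF/CS. WRKY transcription factors, a family of defence regulators, counted 14 induced genes and 1 repressed gene. The 14 had medians of 1.65 in SFE/CS, 0.64 in SF/CS and -0.17 in SE/CS. In edgeR's test 5 of 6 linolenic acid genes, 5 of 9 tested phenylpropanoid genes and 12 of 14 WRKY genes had an unadjusted p under 0.05 in SFE/CS, and 0 of each class passed the adjusted p over all genes. All 3 SFE libraries lay above all 3 CS libraries in 5 of 6, 10 of 10 and 14 of 14 of these genes. Chance gives 10% for a separation in either direction, but these genes were listed for a rise in the same libraries, so that share is no yardstick here. Because the tables list only genes that had already passed the study's threshold, these tallies describe the tables and are not an enrichment test.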

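Of the genes described as parts of photosynthesis, 47 were in Supplementary Table 3 and 0 in Supplementary Table 2. Their summed level was 37968 ± 20540 CPM (SD, n = 3) in CS, 48137 ± 23241 (SD, n = 3) in SE, 12784 ± 6852 (SD, n = 3) in SF and 9043 ± 1054 (SD, n = 3) in SFE. All SFE and all SF libraries lay below all CS libraries (exact two-sided permutation test, p = 0.1 for each, the smallest p that 3 libraries against 3 allow). The genes were listed for a fall between these SFE and CS libraries, so the SFE/CS values describe the list and do not test it. SF/CS uses the same CS libraries. In simulated draws of unchanged groups, 81.1% of repressed genes listed by smallest SFE/CS p, without a fold threshold, fell in SF/CS too. All 47 genes here fell in SF/CS, but the draws treat genes as independent and do not test this share. The exact permutation p was 0.5 for SE against CS and 0.4 for SFE against SF, and neither shows that the groups are alike, since 3 libraries against 3 allow no p under 0.1. The SE library lay above the CS library of the same number in 3 of 3 pairs. The genes had median log2 fold changes of -2.09 in SFE/CS, -1.55 in SF/CS, 0.32 in SE/CS and -0.54 in SFE/SF. By edgeR all 47 had an unadjusted p under 0.05 in SFE/CS, and 0 passed the adjusted p. Solyc12g011280.2, a chlorophyll a-b binding protein, went from 149 ± 76.1 CPM in CS to 12.7 ± 1.70 in SFE (SD, n = 3 each), a log2 fold change of -3.55 (standard error 0.73, edgeR adjusted p = 0.098, lower in 3 of 3 SFE libraries). It held 33.6 ± 21.9 CPM in SF and 196 ± 150 in SE (SD, n = 3 each). Carbon fixation counted 7 repressed genes with medians of -1.43 in SFE/CS and -1.44 in SF/CS, and glyoxylate metabolism with photorespiration counted 4 with medians of -1.69 and -1.34. Neither class had a gene in the induced table, and 6 of 7 and 4 of 4 genes had an edgeR unadjusted p under 0.05 with 0 past the adjusted p.

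**Figure D2:**
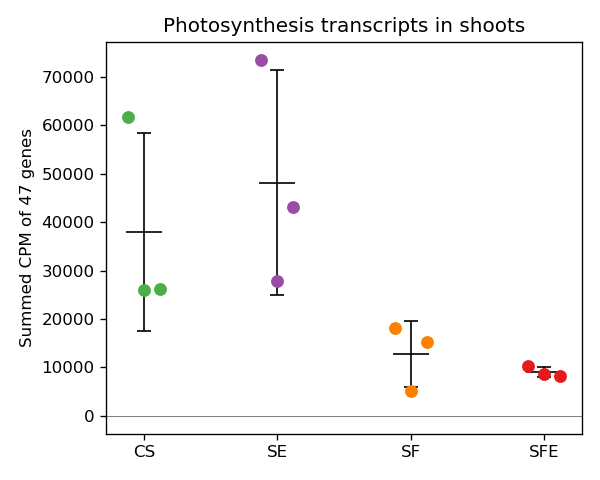
Summed CPM of the 47 photosynthesis genes of Supplementary Table 3 in each shoot library (points), with the mean (long bar) and SD (error bar) of the 3 libraries of a group. The 3 SFE libraries lie between 8189 and 10221 CPM and the 3 SF libraries between 5049 and 18093, below all CS and SE libraries.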

Significant inhibition of other metabolic pathways was repressed, including the biosynthesis of secondary metabolites, the primary metabolism of carbon and glyoxylate and dicarboxylate metabolism, showing a transcriptional plant response to AEO affecting some specific metabolic pathways but not others (Figure 8B, right panel). Raw data were submitted, *GEO accession number GSE186754.*

**FIGURE 7:**
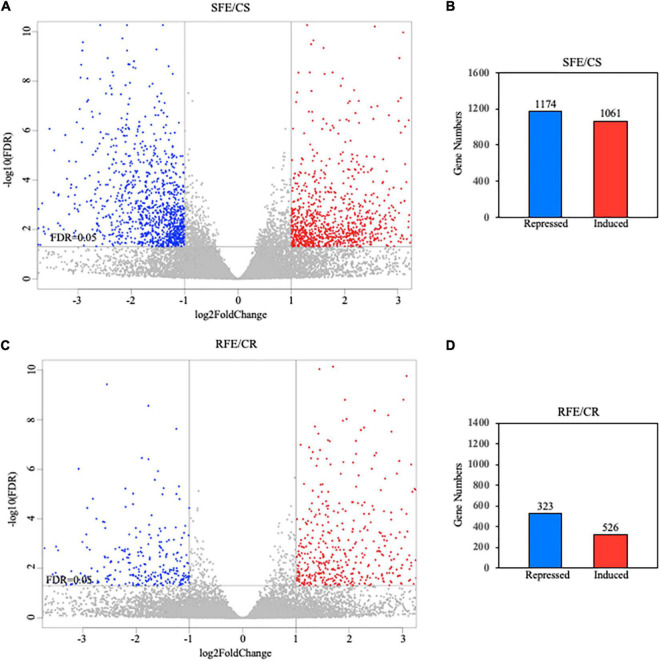
Comparison of RNA-seq data between shoot and root assays. **(A,C)** Volcano plots made on shoots (upper) and roots (lower). Up-and downregulated DEGs are reported as red and blue dots, respectively. No DEG contribution represented as gray dots. **(B,D)** Number of induced or transcriptionally repressed genes corresponding to volcano analysis.

**FIGURE 8:**
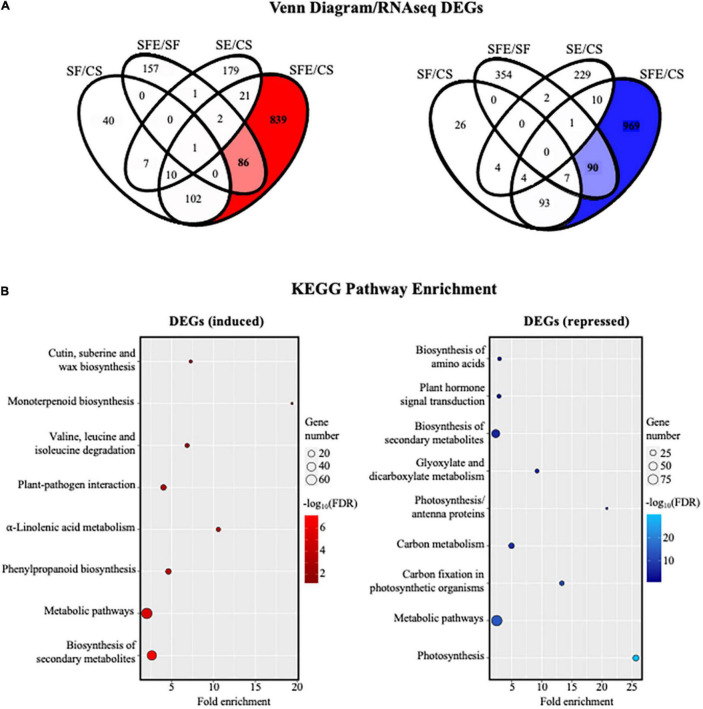
Analyses of RNA-seq data from seedlings (shoots). **(A)** Identification of differentially expressed genes (DEGs) between different types of treatments using Venn diagram software (VENNY ^2.1^; https://bioinfogp.cnb.csic.es/tools/venny/index.html). Correspondences are (CS, control plants; SE, plants treated with AEO 0.5 mg/ml; SF, seeds inoculated with *Fol* 10^6^ sp/ml; and SFE, AEO coated seeds 0.5 mg/ml inoculated with *Fol*. **(B)** KEGG pathway enrichment analysis of DEGs obtained from Venn diagram in RNA-seq. Gene number corresponds to the number of target genes in each pathway. Fold enrichment is the ratio (observed/expected) of the number of DEGs in a certain pathway. FDR-value is corrected *P*-value. The color and size of the dots represents the range of the –log_10_(FDR)-value and the number of DEGs mapped to the indicated pathways, respectively. Top enriched pathways are shown in the figure.

### Metabolomic Effects of *Artemisia absinthium* Essential Oil on Tomato Seedlings

The mass ions of 12-day-old tomato seedlings analyzed by LC-MS showed induced metabolites of mass ions compatible with vanillic acid (179, M+H), coumarin (147, M+H), lycopene (537, M+H), and an unknown metabolite of m/z 529 that could be related to lycopene (Table 3). All these compounds were induced in the presence of AEO and *Fol*, with the compound of m/z (529) giving the strongest response (Figure 9). GCMS analysis of the dichloromethane fraction of the MeOH extracts (Figure 10) showed a strong induction of the lipid oleoamide also in the presence of AEO plus *Fol*.

**TABLE 3:** LC-MS m/z adducts of main metabolites detected in tomato seedlings extracts analyzed by LC-MS.

Retention time (min)	[M+H]+ m/z	Identification
2.93	179	Vanillic acid
3.49	147	Coumarin
32.10	537	Lycopene
34.53	529	Lycopene-related

**FIGURE 9:**
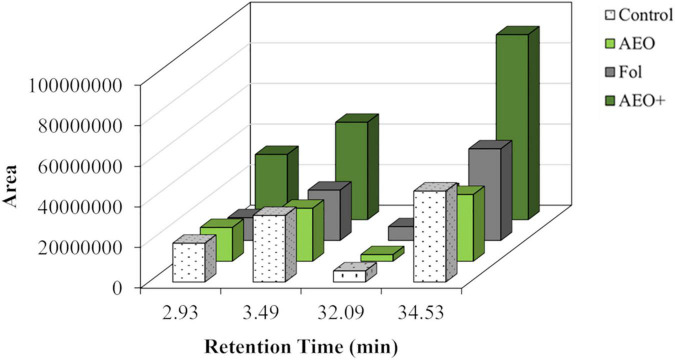
Metabolomic analysis in AEO tomato seedlings. Metabolite induction is represented by arbitrary units. Correspondences are (CS, control plants; SE, plants treated with AEO 0.5 mg/ml; SF, seeds inoculated with *Fol* 10^6^ sp/ml; and SFE, AEO coated seeds 0.5 mg/ml, inoculated with *Fol*).

**FIGURE 10:**
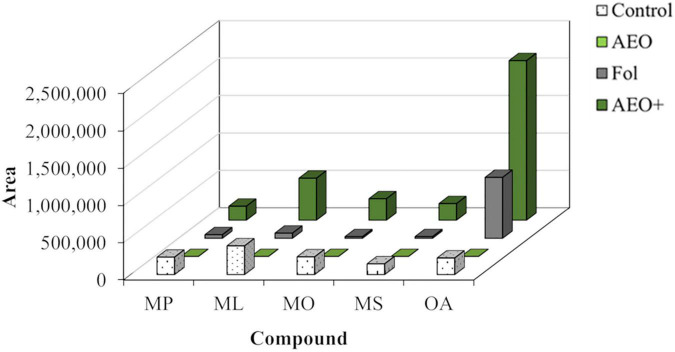
GC-MS analysis of the DCM-soluble fraction of AEO tomato seedlings. The analyzed compounds are palmitic acid methyl ester (MP), linoleic acid methyl ester (ML), oleic acid methyl ester (MO), stearic acid methyl ester (MS), and oleoamide (OA). CS, corresponds to control plants; SE, plants treated with AEO 0.5 mg/ml; SF, seeds inoculated with *Fol* 10^6^ sp/ml; and (SFE, AEO coated seeds 0.5 mg/ml, inoculated with *Fol*).

## Discussion

In this work we have demonstrated the antifungal effects of *A. absinthium* var. candial vapor pressure essential oil (AEO) against *Fusarium oxysporum* conidia. Previous reports have shown that *A. absinthium* var. candial collected in previous years (2008–2013), was moderately antifungal against the mycelium of *Fusarium* species (*F. moniliforme and F. solani*), with stronger effects against *Botrytis cinerea*. Fractionation of the AEO resulted in the identification of (−)-*cis-*chrysanthenol as the main antifungal compound, followed by linalool (Julio et al., 2015).

The coating of tomato seeds with a vapor pressure essential oil from *A. absinthium* var. candial (AEO) protected seed germination and seedling growth against *Fol*. Our results indicate that AEO protected seeds by directly affecting the fungus but also by the induction of a long-term response in terms of ROS production and callose deposition after germination. These effects were not detected in untreated seeds, where callose and ROS production increased during germination and decreased in the absence of the fungus. There are previous results describing effects of coated seed priming on tomato (Król et al., 2015; Gonçalves et al., 2021).

A long-term response from AEO seed treatment was detected, which maintained higher levels of ROS and callose up to 12 days. Few studies describe callose deposition on tomato seed in the presence of phytopathogens (Zhang et al., 2015; Crespo et al., 2017) and this is the first work to date that describes callose deposition on tomato seeds induced by *Fol* and an essential oil. Our results indicate that AEO might penetrate the seeds once the testa is broken inducing molecular modifications in seeds and undifferentiated embryonic cells, contributing to the long-term tolerance observed in seedlings after 12 days. Our RNA-seq results suggest that the AEO coating treatment might induce specific “*de novo*” molecular changes detected at transcriptional level after 12 days in contact with the fungus. However, the molecular mechanism that might be involved in these effects remain unknown.

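Whether the coating changes the response to Fol was tested as an interaction, the SFE/SE change minus the SF/CS change. In shoots edgeR found 0 DEGs for it, with 1904 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.563, and DESeq2 on 12 libraries found 17. In roots edgeR found 0, with 1161 genes at an unadjusted p under 0.05, and DESeq2 found 88. Without the library labelled CR1 edgeR also found 0 in roots, with 1559 genes at an unadjusted p under 0.05. Among the genes of the supplementary lists, 109 induced and 71 repressed genes had an edgeR unadjusted p under 0.05 for the shoot interaction, and 0 of either list passed when adjusted over the list alone. On simulated shoot counts over 21950 genes with 200 changed, the edgeR interaction test made 35 calls, 34 of them changed genes, and recovered 17% of the changed genes and 28.6% of those changed 4-fold or more. A set of shoot interactions with the number, sizes and replicate spread simulated would thus be expected to give calls. That expectation rests on a single draw from edgeR's own model, with genes independent of each other. The simulation does not bound sets with other sizes or spread, and fewer or smaller interactions stay open. The paper takes the genes induced or repressed by the coating from a Venn diagram of the treatments (Figure 8A). From these RNA-seq results it proposes that the coating might induce molecular changes, and it states that their mechanism remains unknown.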

This work measures several of the hormones involved in the activation of the short-term signaling pathways related to tomato plant defense (Hernández-Aparicio et al., 2021) such as salicylic acid, jasmonate, methyl-jasmonate, and ethylene. However, the signal levels were not changed significantly compared to controls (data not shown), indicating that they are not the principal molecules involved in the long-term tolerance of tomato seedlings responding to *Fol*. 

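By description, fatty acid metabolism counted 13 genes in Supplementary Table 2 and 6 in Supplementary Table 3. The 13 had median log2 fold changes of 1.53 in SFE/CS, 1.06 in SF/CS and -0.43 in SE/CS, and 9 of them had an edgeR unadjusted p under 0.05 in SFE/CS. Class III peroxidases, secreted enzymes that use hydrogen peroxide, counted 13 induced and 2 repressed genes. The median of the 13 was 2.09 in SFE/CS and 2.22 in SF/CS, and 9 had an edgeR unadjusted p under 0.05. In gene silencing, 4 genes were in the induced table with a median of 2.75 in SFE/CS and 1.77 in SF/CS, and 2 were in the repressed table. No gene of these classes passed the edgeR adjusted p over all genes in SFE/CS. Among the silencing genes, Solyc09g082480.2, described as RDM1, had 0, 4 and 8 counts in CS, 34, 57 and 21 in SFE (edgeR adjusted p = 0.119) and 49, 54 and 11 in SF, and no shoot fold change is given for it because CS was near 0. Solyc05g041920.3, described as Dicer-like 3, rose from 16.8 ± 2.15 to 53.1 ± 14.2 CPM (SD, n = 3 each; log2 fold change 1.66, standard error 0.54, edgeR adjusted p = 0.143), with 30.0 ± 18.5 CPM (SD, n = 3) in SF. Both were higher in 3 of 3 SFE libraries than in every CS library. In roots these 2 genes passed the edgeR threshold in RFE/CR, with log2 fold changes of 4.42 (adjusted p = 0.0234) and 1.81 (adjusted p = 0.0169). They also rose without the coating. Solyc09g082480.2 held 1.44 ± 0.646 CPM in CR, 32.1 ± 27.5 in RF and 31.0 ± 9.49 in RFE, and Solyc05g041920.3 held 27.1 ± 9.68, 68.8 ± 7.74 and 94.8 ± 14.9 (SD, n = 3 each). With the coating alone, RE roots held 5.48 ± 2.53 CPM of the first and 20.9 ± 2.76 of the second (SD, n = 3 each). All 3 RE libraries lay above every CR library in the first gene, and the RE mean lay below the CR mean in the second. The log2 fold changes of these 2 genes in RF/CR were 4.47 (edgeR adjusted p = 0.0495) and 1.34 (edgeR adjusted p = 0.0746), and without the library labelled CR1 4.67 (edgeR adjusted p = 0.0273) and 1.64 (edgeR adjusted p = 0.0171). The RFE/CR call of Solyc09g082480.2 was lost without CR2, CR3, RFE1 or RFE2 (largest adjusted p 0.101) and that of Solyc05g041920.3 without CR3 or RFE1 (largest 0.0706), and both were lost in an edgeR fit of only the 6 libraries compared (adjusted p = 0.107 and 0.185). Solyc03g083130.2, described as DEFECTIVE IN MERISTEM SILENCING 3, rose by 2.66 in SFE/CS (edgeR adjusted p = 0.105) and by 0.84 in SF/CS, with an interaction of 2.06 (edgeR unadjusted p = 0.0456, adjusted p = 0.563). Solyc06g051990.3, with the same description, was in the repressed table at a log2 fold change of -1.11 (edgeR adjusted p = 0.149). The other repressed silencing gene, Solyc01g006100.3, is described as a cytosine-5 DNA methyltransferase. It held 11.1 ± 0.932 CPM in CS, 8.56 ± 2.91 in SF and 5.20 ± 1.28 in SFE (SD, n = 3 each). Its SFE/CS log2 fold change was -1.09 (edgeR adjusted p = 0.107), and all SFE libraries lay below all CS libraries.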

The RNA-seq analysis showed that some other genes related to plant defense responses might also contribute to this tolerance, including genes involved in fatty acid metabolism, peroxidases, terpene synthases (Sun et al., 2016; Zhou and Pichersky, 2020), methyltransferases, and enzymes involved in gene silencing. Transcriptomic analysis showed enriched transcriptional induction on specific secondary metabolism pathways. 

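Supplementary Table 2 held 3 genes described as terpene synthases, and Supplementary Table 3 held 0. Solyc01g101180.3 held 9.36 ± 6.79 CPM in CS, 8.19 ± 13.3 in SE, 26.0 ± 18.9 in SF and 69.3 ± 35.2 in SFE (SD, n = 3 each). Its SFE/CS log2 fold change was 2.89 (standard error 1.38, edgeR adjusted p = 0.271) and its SFE/SF log2 fold change was 1.42 (edgeR adjusted p = 0.756). Solyc01g101210.3 went from 17.8 ± 13.9 CPM in CS to 114 ± 53.4 in SFE (SD, n = 3 each), a log2 fold change of 2.67 (standard error 1.52, edgeR adjusted p = 0.357), with 31.3 ± 23.7 CPM (SD, n = 3) in SF. Solyc07g052120.3, a sesquiterpene synthase, went from 7.99 ± 6.51 to 33.6 ± 3.17 CPM (SD, n = 3 each), a log2 fold change of 2.07 (standard error 0.86, edgeR adjusted p = 0.215). SF held 24.7 ± 17.3 CPM of it (SD, n = 3), and SF2, at 40.8 CPM, lay above all 3 SFE libraries. The SFE/SF log2 fold changes of these 2 genes were 1.86 (edgeR adjusted p = 0.731) and 0.45 (edgeR adjusted p = 0.877). In all 3 genes the 3 SFE libraries lay above the 3 CS libraries, and the fold change stayed positive with each library left out in turn. DESeq2 on the 6 libraries gave adjusted p of 0.00108, 0.00873 and 0.0184. In SE the spread of Solyc01g101180.3 was larger than its mean, with 0.436, 0.607 and 23.5 CPM in the 3 libraries. In roots the RFE/CR log2 fold change of Solyc01g101180.3 was 3.49 (edgeR adjusted p = 0.0686), and without the library labelled CR1 it was 4.13 (edgeR adjusted p = 0.0271). The root level was also high without the coating. It was 33.8 ± 21.4 CPM in CR, 73.5 ± 66.0 in RE, 306 ± 75.4 in RF and 379 ± 167 in RFE (SD, n = 3 each).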

The terpene synthases were transcriptionally induced. Lycopene and carotenoid synthesis was also transcriptionally induced by AEO in our DEG analysis as previously described for wheat (Colasuonno et al., 2017).

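By description, 5 genes of carotenoid metabolism were in Supplementary Table 3 and 0 in Supplementary Table 2. They were phytoene synthase 2, a lycopene cyclase, 2 zeaxanthin epoxidases and beta-carotene isomerase D27, of which only the first acts before lycopene, so the tally does not measure lycopene synthesis. Their median log2 fold change was -1.66 in SFE/CS, -1.27 in SF/CS and 0.25 in SE/CS. By edgeR, 5 of 5 had an unadjusted p under 0.05 in SFE/CS and 0 passed the adjusted p. Phytoene synthase 2 (Solyc02g081330.3), the enzyme at the start of carotenoid synthesis, held 78.2 ± 39.8 CPM in CS, 111 ± 74.8 in SE, 32.7 ± 7.13 in SF and 24.8 ± 8.89 in SFE (SD, n = 3 each). Its SFE/CS log2 fold change was -1.66 (standard error 0.54, edgeR adjusted p = 0.139). Lycopene cyclase (Solyc01g102950.3) went from 20.9 ± 6.20 CPM in CS to 6.55 ± 2.28 in SFE (SD, n = 3 each), a log2 fold change of -1.67 (standard error 0.39, edgeR adjusted p = 0.102), with 9.14 ± 3.57 CPM (SD, n = 3) in SF. Beta-carotene isomerase D27 (Solyc08g008630.3) had a log2 fold change of -1.56 (standard error 0.53, edgeR adjusted p = 0.151) in SFE/CS and -1.27 (edgeR adjusted p = 0.315) in SF/CS. In each of these genes the 3 SFE libraries lay below the 3 CS libraries. With each library left out in turn, the log2 fold change stayed between -1.98 and -1.22 for phytoene synthase 2 and between -1.83 and -1.41 for lycopene cyclase.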

The metabolomic analysis showed that the coating of tomato seeds with a vapor pressure essential oil from *A. absinthium* var. *candial* (AEO) induced several metabolites in tomato seedlings when infected with *Fol*, including the polar compounds vanillic acid and coumarin and the apolar ones lycopene, a metabolite of M+ 528, and the fatty acid derivative oleamide, these latter two being the most highly induced compounds. These results agree with the transcriptional induction of carotenoids and fatty acid metabolic pathways detected by RNA-seq analysis, and the increase in total chlrolophyl A and B and carotenoids found in the pigment analysis. These results might suggest that AEO treatment induces *de novo* changes that remained in the presence of the fungus for long-term plant tolerance.

Vanillic acid is a phenolic allelochemical reportedly present in tomato plants (Méndez and Brown, 2011) which significantly improves salinity tolerance and plant growth performance when externally applied to tomato seedlings (Parvin et al., 2020). Coumarin is an antioxidant, antimicrobial, and growth promoter in plants (Saleh et al., 2015; Nduche et al., 2019; Santra and Banerjee, 2020) and also mitigates salt stress in tomato plants (Parvin et al., 2020). Lycopene is a red carotenoid pigment of M+ (536) found in fruits and vegetables, including tomatoes (Stahl and Sies, 1996). Carotenoids are involved in photosynthesis and photoprotection in plants (Tao et al., 2007). Lycopene has an antimicrobial effect against bacteria and fungi such as *Candida albicans* by inducing apoptosis via ROS production and mitochondrial dysfunction (Choi and Lee, 2015). However, this is the first report on the induction of an apolar compound of M+ (528) in tomato plants treated with AEO and *Fol*. Oleamide (an oleic acid derivative) content increased with UV-B2 treatment in an olive cultivar (Celeste Dias et al., 2018). The role played by oleamide in plants remains unclear, but could be involved in growth/development regulation, stress response, and pathogen interactions (Kim et al., 2013) as shown here.

Additional assays are needed to determine the specific genetic modifications that enable the transcriptional and metabolic changes responsible for the long-term tolerance of tomato observed in this work. The possibility that epigenetic modifications are taking place in seeds resulting in “*de novo*” molecular modification for long-term tolerance of aerial parts opens new perspectives for the use of priming tools. 

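Of the genes described as thioredoxins, glutaredoxins, ferredoxins and peroxiredoxins, which carry electrons or detoxify peroxides, 14 were in Supplementary Table 3 and 6 in Supplementary Table 2. The 14 had median log2 fold changes of -1.66 in SFE/CS, -1.23 in SF/CS, 0.19 in SE/CS and -0.29 in SFE/SF. All 14 had an edgeR unadjusted p under 0.05 in SFE/CS, and 0 passed the adjusted p. The 6 induced genes had medians of 1.63 in SFE/CS and 1.16 in SF/CS. The ascorbate peroxidase Solyc04g074640.3 held 94.5 ± 28.7 CPM in CS, 84.3 ± 22.9 in SE, 28.8 ± 17.9 in SF and 16.6 ± 1.98 in SFE (SD, n = 3 each). Its log2 fold change was -2.51 in SFE/CS (standard error 0.50, edgeR adjusted p = 0.0952, lower in 3 of 3 libraries), -1.72 in SF/CS (edgeR adjusted p = 0.237) and -0.80 in SFE/SF (edgeR adjusted p = 0.7). The edgeR adjusted p in SFE/CS lay between 0.0334 and 0.369 when one library was left out, and DESeq2 on 6 libraries gave 6.2e-16.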

The RNAseq analysis, also detected an inhibition of genes related to redox stress associated to ROS production during photosynthetic electron transport in the chloroplast. This response probably relates chloroplast stress with immunity response to *Fol*. Similarly, mitochondrial stress induced plant resistance, through chromatin changes, against phytopathogenic fungi and bacteria in Arabidopsis (López Sánchez et al., 2021). Therefore the stress produced in organelles involved into primary metabolism, might contribute to plant immunity. Furthermore, the interactions between metabolomics, transcriptomics, redox regulation, and epigenetics as shown here, are under current study in other plant systems (Shen et al., 2016). Future assays will be necessary to dilucidated our hypotheses. 

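NRPD2 (Solyc08g075940.3) is described in Supplementary Table 2 as the beta subunit of a DNA-directed RNA polymerase. Its counts were low. The CS libraries had 3, 40 and 46 counts and the SFE libraries 38, 386 and 100. The level was 0.572 ± 0.440 CPM in CS, 0.319 ± 0.199 in SE, 2.24 ± 2.14 in SF and 3.94 ± 4.15 in SFE (SD, n = 3 each). The SFE/CS log2 fold change was 2.78 (standard error 1.12, edgeR adjusted p = 0.202), with 3 of 3 SFE libraries above every CS library. It was 1.96 in SF/CS (edgeR adjusted p = 0.438), -0.85 in SE/CS (edgeR adjusted p = 1) and 0.82 in SFE/SF (edgeR adjusted p = 0.817). The difference between SFE and SF was smaller than the spread between replicates, and the interaction of coating and Fol was 1.67 (edgeR adjusted p = 0.702). The adjusted p in SFE/CS by DESeq2 on 6 libraries was 0.0425. With each library left out in turn, the SFE/CS log2 fold change lay between 1.45 and 3.23. In roots the RFE/CR log2 fold change was -1.58 (edgeR adjusted p = 0.551), and it was 0.91 without the library labelled CR1 (edgeR adjusted p = 0.655).

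**Figure D3:**
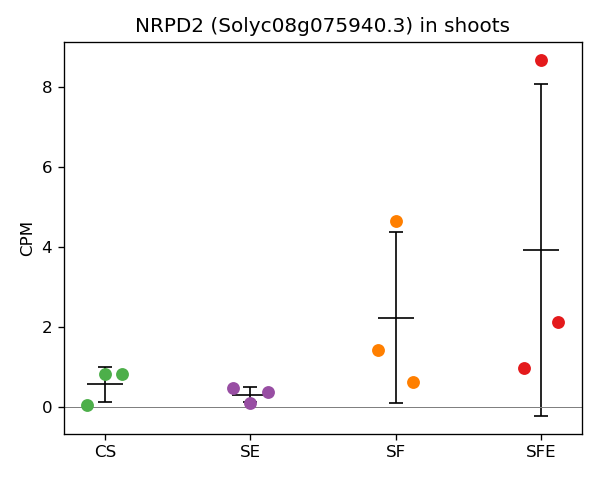
CPM of NRPD2 (Solyc08g075940.3) in each shoot library (points), with the mean (long bar) and SD (error bar) of the 3 libraries of a group. The SFE libraries lie at 0.986, 8.68 and 2.14 CPM, and their range overlaps that of the SF libraries.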

Our RNA-seq results, confirmed by quantitative real time PCR, show that *NRPD2* (López et al., 2011) mediating in *de novo* cytosine methylation by RNA-directed DNA methylation pathway (RdDM), is highly induced after 12 days of treatment with AEO in *Fol* infected seedlings (Supplementary Data). *NRPD2* was involved in efficient immunity response to *Botrytis cinerea* (López et al., 2011) and *Pseudomonas syringae pv tomato DC3000* in *Arabidopsis thaliana* (Zhang et al., 2021), and was necessary for reactive oxygen species (ROS) production, and activation of jasmonic acid and salicylic acid signaling pathways. Alterations in chromatin structure were necessary for efficient resistance to that fungus (Walley et al., 2008). To our knowledge, this is the first report relating NRPD2 to tomato immunity response regulation to *Fol*. *NRPD2* was also highly induced at transcriptional level by cucumber mosaic virus (CMV) in *Arabidopsis* being essential for plant immunity and demonstrating the importance of the induction of that gene during plant defense response (Kanazawa et al., 2011). In line with our results, a previous work demonstrated in *Arabidopsis* that DNA methylation is involved in immunity against *Fol* (Le et al., 2014) since RdDM-related mutants showed enhanced susceptibility to this fungus, suggesting that *de novo* methylation process contributes to *Fol* immunity. In addition, in this work the WRKY33 transcription factor, involved in the epigenetic control of plant defense against necrotrophs (Espinas et al., 2016; Ramirez-Prado et al., 2018; Alvarez-Venegas et al., 2019), was also induced specifically by AEO in presence of *Fol* in this work (Supplementary Data). This transcription factor showed increased levels on H3K4me3 on its promoter during *Botrytis cinerea* tomato infection (Crespo-Salvador et al., 2018). 

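WRKY33 (Solyc09g014990.3) held 53.4 ± 33.0 CPM in CS, 71.4 ± 41.4 in SE, 87.1 ± 50.0 in SF and 199.9 ± 109 in SFE (SD, n = 3 each). The log2 fold change was 1.90 in SFE/CS (standard error 0.75, edgeR adjusted p = 0.195), 0.71 in SF/CS (edgeR adjusted p = 0.679), 0.42 in SE/CS (edgeR adjusted p = 1) and 1.20 in SFE/SF (edgeR adjusted p = 0.702). Each SFE library lay above each CS library, but SFE2, at 79.7 CPM, lay below 2 SF libraries. The interaction of coating and Fol was 0.78 (edgeR adjusted p = 0.796). In SFE/CS the adjusted p was 0.0303 by DESeq2 on 6 libraries. Solyc06g066370.3, described as WRKY31, has WRKY33 as its best Arabidopsis match in the table. It went from 257 ± 101 CPM in CS to 574 ± 171 in SFE (SD, n = 3 each), a log2 fold change of 1.16 (standard error 0.46, edgeR adjusted p = 0.196), and its SF/CS log2 fold change was 0.47. In roots without the library labelled CR1, the RFE/CR log2 fold change of Solyc09g014990.3 was 2.54 (edgeR adjusted p = 0.0157) and that of Solyc06g066370.3 was 1.31 (edgeR adjusted p = 0.0236), where with CR1 they were 1.78 (edgeR adjusted p = 0.125) and 0.72 (edgeR adjusted p = 0.35).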

We also observed a significant increase in two S-adenosyl-L-methionine-dependent methyltransferases, one induced by real time PCR more than one hundred times (Supplementary Data), on AEO infected tomato seedlings after 12 days of treatment. 

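Supplementary Table 2 held 2 genes described as S-adenosyl-L-methionine-dependent methyltransferases. Solyc04g040180.3 held 65.5 ± 35.5 CPM in CS, 45.3 ± 29.5 in SE, 248 ± 183 in SF and 337 ± 76.9 in SFE (SD, n = 3 each). Its log2 fold change was 2.36 in SFE/CS (standard error 0.70, edgeR adjusted p = 0.126), 1.92 in SF/CS (edgeR adjusted p = 0.278) and 0.45 in SFE/SF (edgeR adjusted p = 0.843). By DESeq2 on 6 libraries the adjusted p in SFE/CS was 4.82e-05. Solyc05g051210.3 went from 2.76 ± 1.53 CPM in CS to 8.00 ± 0.761 in SFE (SD, n = 3 each), a log2 fold change of 1.54 (standard error 0.57, edgeR adjusted p = 0.177), with 5.55 ± 2.85 CPM (SD, n = 3) in SF. Both genes were higher in 3 of 3 SFE libraries than in every CS library. In roots the RFE/CR log2 fold change of Solyc04g040180.3 was 1.14 (edgeR adjusted p = 0.466) and, without the library labelled CR1, 2.76 (edgeR adjusted p = 0.0104). RF roots without the coating held 295 ± 45.8 CPM of it and RFE roots 372 ± 49.7 (SD, n = 3 each). CR1, CR2 and CR3 held 397, 37.0 and 72.7 CPM. The RFE/CR log2 fold change of Solyc05g051210.3 was -0.51 with CR1 and 0.42 without it (edgeR adjusted p = 0.811 and 0.808). The values of the real-time PCR were not analysed here.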

*S-adenosylmethionine transferases* (SAMts) are responsible for maintaining the plant’s methionine cycle (MTC) in the plant (Mäkinen and De, 2019). MTC connects ethylene and methylation pathways, where SAMs are DNA cytosine methylation markers for transcriptional RNA silencing (RGS), (Pooggin, 2013). The overexpression of SAMs in tomato increased tolerance to ROS stress (Gong et al., 2016) and prevented ROS accumulation in Arabidopsis (Jang et al., 2012). Our results detected very high levels of 1-aminocyclopropane-1-carboxylate oxidase 2 (ACCO), specifically involved in MTC cycle, for the synthesis of ethylene.

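The gene described as 1-aminocyclopropane-1-carboxylate oxidase 2 (Solyc12g005940.2) held 40.4 ± 10.1 CPM in CS, 29.9 ± 14.5 in SE, 69.4 ± 52.1 in SF and 127 ± 72.1 in SFE (SD, n = 3 each). The SFE/CS log2 fold change was 1.65 (standard error 0.63, edgeR adjusted p = 0.183). SFE2, at 43.5 CPM, lay within the CS range of 29.2 to 48.7, so 2 of 3 SFE libraries were above every CS library. The SF/CS log2 fold change was 0.78 (edgeR adjusted p = 0.58) and the SFE/SF log2 fold change 0.87 (edgeR adjusted p = 0.711), with an interaction of 1.30 (edgeR adjusted p = 0.615). An adjusted p of 0.0158 in SFE/CS came from DESeq2 on 6 libraries. With each library left out in turn, the SFE/CS log2 fold change stayed between 1.38 and 2.06. By description, 1 further gene of ethylene synthesis was in Supplementary Table 3 with a log2 fold change of -1.03, and 1 gene of the methionine cycle was in Supplementary Table 2 with a log2 fold change of 1.64 in both SFE/CS and SF/CS.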

Considering that our RNA sequencing results indicate that MTC cycle is altered by AEO primed tomato plants in presence of *Fol*, a molecular analysis including histone epigenetic marks and effects on the offspring will be necessary to characterize this *de novo* long-term tolerance, produced by *A. absinthium* AEO.

## Conclusion

This work demonstrates that the essential oil from *Artemisia absinthium* var. candial primed tolerance in tomato seedlings against phytopathogens such as *Fusarium oxysporum* sp., protecting not only seed germination, but also seedling growth and producing long term effects on plant tolerance after germination by inducing metabolomic and transcriptomic changes. Therefore, this work demonstrates that seed priming might be a useful tool to induce “*de novo*” non-transgenerational epigenetic changes in crops, modulating later responses of aerial parts of the plant, allowing crops to grow and improve tolerance against high impact phytopathogens.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI (accession: GSE186754).

## Author Contributions

SS performed all the assays characterizing the physiological response of tomato seeds and seedlings to AEO and *Fol* including sampling for RNA-seq and metabolomic analysis. CP-C designed and carried out the RNA-seq analysis, including DEG, KEG, primer design, and reposition of public data. ND performed RNA extractions and QRT-PCR analysis for RNA-seq confirmation. AG-C and MA performed AEO isolation and chemical characterization and metabolomic analysis and metabolite chemical characterization. MB-L coordinated this work and designed the experiments to characterize tomato responses to AEO and *Fol* and drafted the manuscript. All authors contributed to critical reading and writing of the manuscript and drew up their corresponding figures or tables.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Essential Oils Prime Epigenetic and Metabolomic Changes in Tomato Defense Against Fusarium oxysporum
**Source:** Front Plant Sci. 2022 Mar 29;13:804104. doi: 10.3389/fpls.2022.804104
**Supplement:** Supplementary file 1

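The table lists primers for quantitative real-time PCR on 14 tomato genes, among them NRPD2, WRKY33, a terpene synthase and a methyltransferase. In the RNA-seq counts 13 of the 14 were tested by edgeR in SFE against CS, of which 11 had a positive and 2 a negative log2 fold change. The lowest was -1.20. The highest is not given, because it was that of Solyc04g054380.1, with 0, 3 and 0 counts in CS and 6, 11 and 24 in SFE. By edgeR 0 of the 13 tested genes passed the adjusted p, and by DESeq2 on 6 libraries 9 did. In RFE against CR, 9 of 13 tested genes were positive and 4 negative, with 0 past the adjusted p by edgeR and 4 by DESeq2. Without the library labelled CR1, 12 of 14 were positive and 6 passed the edgeR adjusted p. Solyc11g005330.2, another of the primer genes, had 549.5 ± 29.9 CPM in CS and 501 ± 51.4 in SFE (SD, n = 3 each), a log2 fold change of -0.13 (edgeR adjusted p = 0.744). The paper normalised its real-time PCR to the β-Actin gene. The primer list does not say which gene served as this reference, so the tallies may include it.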

**Supplemental Table 1.** DNA Primers used in this study.

| Gene_ID Primer sequence (5´-3´; forward/reverse) |
| --- |

Solyc04g054380.1 GACATGCACTTATGCAATCTCTTC/CGTTGCTTGATCCACATTCTTC

Solyc04g077490.3 CCTAGTGGACTGGAATGTGTAG/CTCTGACCAAATGTGTCAATGG

Solyc04g005250.3 GATGCTCTTTTGACATTCAAGCAGG/AGCACACATGAAATCTATCAACTCCG

Solyc08g076930.1 AGAAGTTACCGACACCGAATG/CCAAATCGGGCTGGAACTATAC

Solyc05g051200.1 ATTGGAGTTAGAAAGAGGCCAT/CTCATTGATAATGCGGCTTG

Solyc09g066360.1 TGCTGAAGGATCATCGCAAG/ACCTAGCCATACACGAACACC

Solyc11g005330.2 GAAGTTATTACCATTGGTGCTGAGA/TGCAGCTTCCATACCAATCATG

Solyc05g054380.2 GAAGGGGATCCATTGGGACAA/TTCCCATAGCACTATCTTTTCCA

Solyc01g101180.3 ACACCGATGCCATACAGAGG/TCTCCCATCCTTTGACAACTCC

Solyc03g020010.1 CCCATTGACATTCACACCCG/GTTTCCACACCAGGGTTTCC

Solyc11g071760.2 GCTAAGGAGATGCATGAAGGC/CAAACCCTAACAACCCGTCC

Solyc08g075940.3 AAACTAAGACGTAAGCGCCG/ AGAGGGCGCATAATCCTTCC

Solyc04g040180.3. GATGTTGGTACTGGTAGTGGC/ GAACATTTGGAACCTTTGCTGC

Solyc09g014990.3 AGTAGGCCTGCTACTTCTTCC/ ATGGTTGACAGTAATGCACCG

How the deposited data were processed for this re-analysis (not part of the article)

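RNA was sequenced from shoots and roots of tomato seedlings (var. marmande) at day 12, in 8 groups of 3 libraries each. The authors trimmed the reads with Cutadapt, aligned them with HISAT2, assembled transcripts with StringTie and counted reads per gene with featureCounts, without using the strand. The authors deposited one table of 35538 features in the unit count, without normalization. Of its features, 901 are not named as tomato genes by the Solyc prefix and hold at most 1.56% of a library, and 8394 have 0 counts in all libraries. The median total was 43521486 counts per library. Each library was assigned to its group by its label alone. The table holds 8623 values of 1, 7357 of 2, 9213 of 3 and 4603 of 4, an uneven series whose cause was not tested.

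The counts were analysed in R 4.3.3 with edgeR 4.0.16. The 12 libraries of a tissue were fitted together with 1 term per group, TMM scaling (factors between 0.922 and 1.10 in shoots and 0.887 and 1.10 in roots), the filterByExpr filter at its defaults and the robust quasi-likelihood test. It was applied to SFE/CS, SF/CS, SE/CS, SFE/SF and the interaction of coating and Fol in shoots, and to the same comparisons in roots. The shoot change minus the root change was tested in 1 fit of the 24 libraries. A DEG had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. CPM were computed from the scaled library sizes, and log2 CPM used a pseudocount of 1. Sums over genes were compared by exact permutation tests. DESeq2 1.42.0 and limma 3.58.1 served for alternatives, and limma also for the set tests camera and fry on gene lists. The tests of SFE/CS and RFE/CR by edgeR, DESeq2 and limma voom, and the interaction test by edgeR, were also run on simulated data with 200 changed genes.

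The comparisons, the tests, the rule for naming genes and the alternatives were set before the data were examined. These alternatives were DESeq2 on 12 libraries, scaling by RLE, no filter, a fit of the 6 libraries compared, the replicate number as a block, no fold change threshold, counts thinned to equal depth, and leaving out each library in turn. Others were chosen after seeing the data. These were DESeq2 on the 6 libraries compared, the same without the library labelled CR1 or with unadjusted p, limma voom, the 6 libraries of SE/CS with the replicate number as a block, the correlations between root responses with CR1 included, and the signs and medians in simulated draws of unchanged groups.

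Genes were named by a rule of 2 parts that named any. The first part took the 14 genes of Supplementary Table 1 and the genes behind terms of the Discussion, found by description in Supplementary Tables 2 and 3, 29 in all. The log2 ratios of these genes in those tables had been seen. The second took the 2 largest rises and the 2 largest falls among the DEGs of SFE/CS and RFE/CR whose treated libraries all lay on one side of the controls. A further part, on classes past a set test, named none because no set test of classes was run. Solyc01g097390.3, Solyc02g090510.3 and Solyc03g034417.1, and the tissue marker genes, were chosen after their values were seen.

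The labels do not say whether libraries with the same replicate number belong together. Correlations of the deviations from the group mean across genes were computed for same-numbered libraries. They were above 0.1 in 6 of 18 pairs in shoots and 4 of 18 in roots. Only CS and SE were above it in each pair (0.54, 0.77 and 0.27). With the replicate number as a block, their 6 libraries gave 0 DEGs by edgeR, with 2026 of 21366 genes at an unadjusted p under 0.05.

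Tissue markers for the check of labels had a level at least 20 times higher in 1 tissue and at least 10 CPM, which gave 44 root markers and 131 shoot markers, of which 100 were kept. The rule was revised after its first form gave medians that could not be computed. The identifiers of the reference table of 41476 genes matched 0 of those of the counts, so no pathway sets, gene lengths or positions were used. The real-time PCR, metabolite and pigment values were not analysed here.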

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

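The tests of a single wrong label, a swap, mixed RNA, library size and greening for the library labelled CR1 were chosen only after the result was seen. The others of this part were planned.

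The library labelled CR1 lay far from the other root libraries. Its median shoot marker level was 62.6% of that in CS shoots, where the other 11 root libraries had between 0.180% and 0.928% and shoot libraries at least 25.1%. The lipid transfer protein Solyc09g082280.3 was at 0.64 CPM in CR1, 2054 in CR2 and 2210 in CR3, and a small subunit of RuBP carboxylase (Solyc03g034220.3) at 976, 24.7 and 33.8. The paper does not comment on this library. A swap with a shoot library would leave a library labelled as shoot with root markers, and the highest such median was 2.44% of the control roots, in SF2. Root RNA mixed with shoot RNA would keep root markers, and their median in CR1 was 0.161% of that in CR2 and CR3, against at least 45.8% in the other root libraries. Greening of control roots would keep the root transcripts too, and their sum was 0.327% of the mean of CR2 and CR3. The total of 44992561 counts lay within the range of the other root libraries, which argues against library size. A library deposited under 2 labels would differ from its copy by counting error alone, and the lowest median squared difference over its Poisson variance was 9.13 against a shoot library, where counting error gives 0.455. What stays open is a single wrong label or an outside sample. The median correlation of log2 CPM with the 12 shoot libraries was 0.964 across genes, against 0.867 with the other root libraries, which is consistent with shoot RNA under a root label. Its median squared differences over Poisson variance were lowest against SF1 (9.13) and against SFE1, SFE2 and SFE3 (11.1, 10.1 and 10.3). Against CS1, CS2 and CS3 they were 38.6, 16.5 and 14.4, but against SF2 and SF3 they were 24.4 and 40.5. A shoot inoculated with Fol under this label thus stays open, and its treatment was not tested. A biological difference of this one plant sample was not tested. Values of RFE/CR, RF/CR and RE/CR that include it compare treated roots with a control group that holds such a library.

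RF roots against CR roots gave 24 DEGs by edgeR, 22 induced and 2 repressed, a comparison that the paper does not report. In none of the other 9 splits of the same libraries were there any, so 1 of 10 splits was as large, a share that cannot exclude chance. The count was 525 without CR1, 0 without CR2, 11 without CR3, 41 without RE1, 12 without RF1, 7 without RF2 and 14 without RFE3. The comparison in shoots, SF/CS, had 0 DEGs by edgeR with 3174 genes at an unadjusted p under 0.05, 565 by DESeq2 on 12 libraries, 294 on 6 and 0 by limma voom. It gave 25 without SF1, 3 without SF3, 1 without CS1 and 1 without SE1, and 10 of 10 splits gave as many. With 0 DEGs in the real split this is so by construction, so the count of splits decides nothing about chance.

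Between tissues, the change with coating and Fol differed by a test of the difference in 2 genes. Solyc01g097390.3 had a shoot minus root log2 difference of -4.55 (standard error 0.59, edgeR adjusted p = 0.004) and Solyc02g090510.3 one of -2.16 (standard error 0.28, edgeR adjusted p = 0.004). The first was at 58.55 to 115.82 CPM in the RF libraries and 99.24 to 117.17 in RFE, and at most 11.34 in every other library. Of 40 random splits, 5 gave as many DEGs, the real one included, so chance is not excluded. The count was 7 without CR1 and 4 without SF3. CR1 had 4.53 CPM of the first gene and 20.88 of the second, within the levels of the libraries other than RF and RFE, and the high levels stood in both RF and RFE. A response of roots to Fol that does not need the coating may account for this, since the root responses to Fol with and without coating had a correlation of 0.57 across genes without CR1 and 0.497 with it.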

How the results depend on the processing

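DESeq2 on 6 libraries, alone or without CR1 or with unadjusted p, limma voom, and the block within SE/CS were chosen only after the result was seen. For each change the cause was not tested, apart from the fewer libraries where one is left out.

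With RLE scaling SFE/CS had 1 induced gene, as without the filter, and 1 specific to SFE in both. With the replicate block SFE/CS had 0 induced and 0 repressed genes (specific to SFE 0 and 0), RFE/CR had 40 and 2, and RF/CR had 0. With counts thinned to equal depth SFE/CS had 0 and 1 (specific 0 and 1). A fit of only the 6 libraries compared gave 9 and 8 in SFE/CS (specific 9 and 8), 1 and 0 in RFE/CR and 0 in RF/CR. DESeq2 on 12 libraries gave 640 and 864 in SFE/CS, of which 489 and 650 specific, 565 in SF/CS, 4 in SE/CS, 14 in SFE/SF, 17 for the shoot interaction, 665 and 529 in RFE/CR, 902 root RF/CR DEGs, 20 in RE/CR, 20 in RFE/RF, 88 for the root interaction and 214 shoot minus root difference DEGs. DESeq2 on 6 libraries gave 1061 and 1174 in SFE/CS, 946 and 1068 specific, 294 in SF/CS, 10 in SE/CS, 7 in SFE/SF, 526 and 323 in RFE/CR, 909 root RF/CR DEGs, 14 in RE/CR and 39 in RFE/RF. Without CR1 it gave 1597 and 765 in RFE/CR, 2617 root RF/CR DEGs and 61 in RE/CR. With unadjusted p it gave 471 in SE/CS and 701 in SFE/SF, and 925 and 1059 specific to SFE when SE/CS alone was taken so. Limma voom gave 1 induced gene in SFE/CS.

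On leaving out each library in turn, SFE/CS had 0 to 3 induced and 0 to 8 repressed genes, and the same ranges were specific to SFE (0 to 3 and 0 to 8). The highest came without SF2. SFE/CS had 3 induced genes also without SF3, of which 0 were specific to SFE. SF/CS had 0 to 25 (25 without SF1), SE/CS 0 to 1 (without CS1), SFE/SF 0 to 1 (without SE1) and the shoot interaction 0 to 1 (without CS1). RFE/CR had 21 (without CR2) to 781 (without CR1) induced and 2 to 272 repressed genes, and RF/CR 0 to 525. RE/CR had 0 to 1 (without RE2), RFE/RF 0 to 2 (2 without RFE1, 1 without RE2 or RF2), the root interaction 0 to 1 (without RE2 or RFE1), and the shoot minus root difference 2 to 7.

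Among the named genes, 411 of the values under the other alternatives kept direction and side of the threshold, 56 passed it newly, 23 no longer passed and 3 reversed. Of those with a library left out, 761 kept both, 13 passed newly, 66 no longer passed and 12 reversed. In RFE/CR the log2 fold change of Solyc05g051200.1 was 0.06 with the replicate block, against -0.24, and that of Solyc11g005330.2 was 0 with the block and 0 when thinned. With a library left out, the log2 fold change ranged from -1.19 to 0.12 for Solyc03g006210.2 in SFE/CS (0.12 without CS3). In RFE/CR it ranged from -0.71 to 1.27 for Solyc05g051200.1, -2.92 to 0.91 for Solyc08g075940.3, -1.40 to 0.42 for Solyc05g051210.3, -4.07 to 1.10 for Solyc04g074640.3 and -4.12 to 0.57 for Solyc07g055950.3, each highest without CR1. For Solyc11g005330.2 it ranged from -0.13 (without CR1) to 0.08 (without CR2).

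The median log2 fold change of all genes lay within 0.06 of 0 under each scaling tried. Depth limits genes with few counts such as Solyc04g079700.3, whose edgeR adjusted p in SFE/CS was 0.0276, and 0.098 when thinned to equal depth. Thinning changed Solyc08g075940.3 little. Its SFE/CS log2 fold change was 2.78 (edgeR adjusted p = 0.202), and 2.57 when thinned (edgeR adjusted p = 0.222). Its SFE libraries differed widely, with 38, 386 and 100 counts. The alternatives planned for set tests of gene classes were not run, since descriptions were at hand only for the genes of Supplementary Tables 2 and 3 and gave no background.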

Differences from the paper's values

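The fits by DESeq2 on 6 libraries, with adjusted or unadjusted p, were chosen only after the result was seen. The alternatives set before the data were examined were DESeq2 on 12 libraries, RLE, no filter, the fit of 6 libraries by edgeR, the replicate block, no fold change threshold, thinning and leaving out each library.

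For SFE/CS shoots the paper's value is 1061 induced genes and edgeR gave 2, and no alternative set beforehand came within 1.5 times the paper's value. The paper's value for repressed genes is 1174 and edgeR gave 3. DESeq2 on 12 libraries, with 864, came within 1.5 times, and the others did not. For RFE/CR roots the paper's value is 526 induced genes and edgeR gave 169. DESeq2 on 12 libraries (665) and leaving out CR1 (781) came within 1.5 times, and the others did not. The paper's value for repressed genes there is 323 and edgeR gave 30, and of the alternatives set beforehand leaving out CR1 (272) came within 1.5 times. The paper's values for the genes induced and repressed by the coating in shoots are 925 and 1059, and edgeR gave 2 and 3 specific to SFE, with no alternative set beforehand within 1.5 times. DESeq2 on 6 libraries, chosen after seeing the values, gave 1061, 1174, 526 and 323 for these comparisons and 946 and 1068 specific to SFE. With SE/CS taken at unadjusted p, also chosen after seeing the values, it gave 925 and 1059, and it dropped 0 of the genes in Supplementary Tables 2 and 3.

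In Figure 8A the paper's counts, read by eye, are about 290 for SF/CS, about 470 for SE/CS and about 700 for SFE/SF. By edgeR each was 0, with 3174, 606 and 1323 genes at an unadjusted p under 0.05, by limma voom each was 0, and by DESeq2 on 12 libraries they were 565, 4 and 14. No alternative set beforehand came within 1.5 times. DESeq2 on 6 libraries, chosen after seeing the values, gave 294 for SF/CS, and with unadjusted p, also chosen then, 471 for SE/CS and 701 for SFE/SF. With adjusted p it gave 10 and 7.

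The paper states that more genes changed in shoots than in roots. By edgeR the counts were 5 in shoots and 199 in roots. By DESeq2 on 6 libraries they were 2235 and 849, and 2362 in roots without CR1. The Discussion of the paper states a transcriptional induction of carotenoids by RNA-seq. By description, 5 genes of carotenoid metabolism stood in the repressed table, with a median log2 fold change of -1.66 by edgeR, and 0 in the induced table. Of the 5 only phytoene synthase 2 acts before lycopene, so they do not measure lycopene synthesis. For the 23 named genes with a log2 ratio in Supplementary Tables 2 and 3, 0 differed by more than the standard error or in sign.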

Other observations

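The test of photosynthesis genes against Fol without the coating, the count expected for Solyc03g034417.1, the root correlations with CR1 included, and the splits by DESeq2 on 6 libraries were chosen only after the result was seen. The others of this part were planned.

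Whether other splits of the same libraries give as many DEGs was counted for each comparison. For SFE/CS 1 of 10 splits was as large, for the genes specific to SFE 1 of 10, and for RFE/CR 1 of 10, and 3 libraries against 3 cannot exclude chance. For SE/CS, SFE/SF, RE/CR and RFE/RF 10 of 10 splits gave at least the 0 DEGs of the real split by edgeR, which holds by construction and decides nothing about chance. The edgeR genes at an unadjusted p under 0.05 numbered 606, 1323, 1035 and 529. DESeq2 on 12 libraries gave 4, 14, 20 and 20, on 6 libraries 10, 7, 14 and 39, and limma voom 0 in each. The split of SE1, SE3 and CS1 against the rest gave 133. It keeps the libraries numbered 1 on one side and those numbered 2 on the other, and the 4 splits that part all 3 pairs, the real one included, gave 0. The interactions gave 0 DEGs by edgeR in shoots and in roots, so the 40 of 40 splits as large in each hold by construction too and decide nothing. In shoots 1904 genes and in roots 1161 had an unadjusted p under 0.05, and DESeq2 on 12 libraries called 17 and 88. By DESeq2 on 6 libraries, 1 of 10 splits was as large for SFE/CS and 1 of 10 for RFE/CR, but all 9 other splits of each also gave DEGs. In shoots these were 729 in the highest and 2 to 74 in the rest, against 2235 in the real split. In roots, RFE1, RFE2 and CR1 against the rest gave 505, and RFE1, RFE3 and CR1 gave 201. RFE2, RFE3 and CR1 against the rest gave 10. The remaining root splits gave 2 to 30, against 849 in the real split.

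Solyc03g034417.1 has the largest log2 ratio of Supplementary Table 2. It had 1000, 1010 and 0 counts in the SFE libraries and 1423, 1354 and 0 in RF, and 0 in all other groups. A count of 1210 would be expected in the third SFE library from the CPM of the others, which excludes counting error. Reads shared with a copy of the gene stay open, since 704 genes had 0 counts in one library and at least 100 in another of the same group. Of these counts 460 fell in CR, which holds the library with shoot transcripts, and 48 in SFE, 2 of them genes of Supplementary Table 2. A biological difference between plants was not tested.

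The genes listed as specific to SFE shoots moved the same way in SF against SE, a comparison that shares no library with SFE/CS, although the lists were also chosen against SF and SE. Their median log2 fold changes were 1.28 (camera with estimated correlation, p = 0.0767, fry p = 0.0304) and -1.13 (p = 0.0237, fry p = 0.00508) in limma. The repressed list met 0.05 by both tests and the induced list by fry alone. Same-numbered CS and SE libraries had correlated deviations (0.54, 0.77 and 0.27). Chance deviations of CS that helped to choose the lists can thus carry into SF/SE, so these p-values are not independent of that choice. The test set beforehand asked for camera p under 0.05 in both lists, so the larger, 0.0767, leaves a response to Fol without the coating open for the induced list. In SFE/SF, which differs by the coating and shares the SFE libraries that chose the lists, neither list met 0.05, with medians of 0.81 (limma camera with estimated correlation, p = 0.108, fry p = 0.0978) and -0.41 (p = 0.203, fry p = 0.256). In roots without CR1 the lists had medians of 1.43 (limma camera with estimated correlation, p = 0.0024, fry p = 6.9e-05) and -0.62 (p = 0.103, fry p = 0.0198). The larger camera p, 0.103, was again over the threshold, here in the repressed list. With CR1 included both lists met it, with medians of 1.27 (limma camera with estimated correlation, p = 0.00336, fry p = 0.000241) and -0.97 (p = 0.0391, fry p = 0.0165). The verdicts on these lists and on the correlations were reworded as undecided after their values were seen. By the rule set beforehand, a missed threshold counted against the explanation tested.

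The change with Fol in coated and uncoated shoots had a correlation of 0.563 across genes, which are not independent replicates, and 7 of 100 regroupings of the libraries gave one as large. These shoot changes use SE and CS, whose same-numbered libraries had correlated deviations (0.54, 0.77 and 0.27), so they are not independent of each other. For roots without CR1 the correlation was 0.57, with 2 of 100, and with CR1 included 0.497, with 2 of 100. The change with the coating had a correlation of -0.298 in shoots (18 of 100) and of -0.215 in roots without CR1 (26 of 100) and -0.199 with it (9 of 100). Of these 4 relations only the root response to Fol met the threshold set beforehand, without CR1 and with it, and 4 relations were tested without adjustment. The other relations missed this threshold, which by the rule set beforehand counted against a shared response. They are called undecided here because a missed threshold does not show that no response is shared. The coating correlations were negative in both tissues, where a shared response would give positive ones.

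The fall of photosynthesis transcripts in SFE may be a response to Fol that does not need the coating, since the highest sum in an SF library, 18093 CPM, lay below the lowest in an SE library, 27842. A few genes taking most of the counts are excluded, because the most counted gene took at most 1.08% of an SFE library and between 0.601% and 1.18% of a CS library. The sum was 10047 CPM in the library labelled CR1 and 846 to 2600 in the other root libraries.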
